# Macrophages with different origins proliferate *ex vivo* and do not lose their core intrinsic features

**DOI:** 10.1016/j.isci.2025.112635

**Published:** 2025-05-12

**Authors:** Sara A. Habash, Naofumi Takahashi, Youssef M. Eltalkhawy, Randa A. Abdelnaser, Hiromi Ogata-Aoki, Seiji Okada, Hitoshi Takizawa, Shingo Usuki, Kan Etoh, Shinjiro Hino, Saori Morino-Koga, Minetaro Ogawa, Shinya Suzu

**Keywords:** Biological sciences, Immunology, Components of the immune system

## Abstract

Macrophages are maintained by bone marrow (BM)–derived monocytes, but macrophages originating from fetal liver (FL) or yolk sac (YS) persist in many adult tissues due to their higher proliferative capacity. Here, we report useful models of macrophages with different origins. We expanded macrophages from mouse BM, FL, or YS through long-term culture. They proliferated with M-CSF, and YS lines were the fastest and survived without M-CSF for a longer period. YS and FL lines were more resistant to apoptotic cell death and similar in gene expression/chromatin accessibility, whereas YS and BM lines exhibited the most distinct profiles. When transplanted into mice, YS line expressed markers lost during the culture. BM, FL, and YS lines appear to maintain differences in intrinsic proliferation/anti-apoptosis/survival capacities and can restore phenotypes lost during the culture by *in vivo* transfer. Our models help in the understanding of physiological/pathological roles of macrophages with different origins.

## Highlights

• Self-renewing macrophages can be expanded from yolk sac, fetal liver, or bone marrow
• Macrophages from yolk sac and fetal liver are relatively close in their phenotypes
• Yolk sac–derived macrophages are the most proliferative and resistant to apoptosis
• When transplanted into mice, yolk sac–derived macrophages survive and proliferate

## Introduction

Tissue macrophages are specialized innate immune cells that orchestrate homeostasis, inflammation, and regeneration,^1^ and have been thought to be maintained by a constant replenishment through the differentiation of bone marrow (BM)–derived peripheral blood monocytes.^2^ However, recent studies revealed that macrophages originating from yolk sac (YS) or fetal liver (FL) persist in many adult tissues.^3^^,^^4^^,^^5^ This paradigm shift in our understanding of macrophage development raises many questions, such as, how the precursors in YS, monocytes or erythro-myeloid progenitors^6^^,^^7^ in FL, and BM-derived monocytes contribute to maintaining macrophage pool in each tissue, and how these macrophages with different origins are phenotypically and functionally different from each other.

In general, macrophages originating from YS or FL are thought to have a high and long-term proliferative capacity, which may explain why those embryonic macrophages persist in adult tissues.^3^^,^^4^^,^^5^ In fact, it was reported that the precursors in YS and monocytes in FL, but not monocytes from BM, shared an enriched expression of cell proliferation–associated genes.^8^ Consistent with this, Fejer et al. reported an *ex vivo* expansion of mouse FL -derived macrophages, which could proliferate *in vitro* for an extended period in almost unlimited numbers in the presence of a cytokine GM-CSF.^9^

Meanwhile, several *in vivo* studies revealed that BM-derived monocytes also differentiate into proliferative macrophages under certain circumstances.^10^^,^^11^^,^^12^^,^^13^ Consistent with this, Ito et al. reported the *ex vivo* expansion of mouse BM-derived macrophages using GM-CSF.^14^ Interestingly, macrophages with BM origin proliferated in the Zymosan-induced peritonitis mouse model, in a manner dependent on M-CSF.^10^ M-CSF (also known as CSF-1) is the cytokine required for macrophage development in many tissues.^15^^,^^16^ In fact, we recently demonstrated that macrophages could be expanded by long-term culture of BM cells with M-CSF, and that they were non-tumorigenic but stably proliferated in unlimited numbers in the presence of M-CSF,^17^ as with GM-CSF-expanded FL or BM-derived macrophages.^9^^,^^14^

The findings mentioned above suggest that tissue macrophages can be maintained by the replenishment through the differentiation of BM-derived monocytes and the proliferation of macrophages originating from BM, FL, or YS.^18^^,^^19^^,^^20^ Those findings also suggest that macrophages originating from FL or YS are more proliferative than macrophages originating from BM.^18^^,^^19^^,^^20^ To prove the idea, the *ex vivo*-expanded stably proliferating macrophages are helpful as they are untransformed and genetically unmodified.^9^^,^^14^^,^^17^ However, different groups expanded macrophages from fetal liver^9^ or BM,^14^^,^^17^ using different cytokines (GM-CSF or M-CSF), which makes it difficult to precisely compare their phenotypes. Moreover, it remains unexplored whether macrophages expanded from YS can proliferate in unlimited numbers,^21^ as with macrophages expanded from fetal liver or BM.^9^^,^^14^^,^^17^

In this study, we successfully expanded macrophages from BM, fetal liver, and YS under the same culture conditions in unlimited numbers, and compared their phenotypes under the same setting. Here, we report that the expanded macrophages do not entirely lose their core intrinsic features including the proliferation even after long-term culture with repeated passages.

## Results

### Macrophages expanded from bone marrow (BM), fetal liver (FL), or yolk sac (YS) are phenotypically and functionally overlapping but not identical

In the previous study, we cultured BM cells with M-CSF, repeated the detachment/reseeding when macrophages proliferated, and obtained stably proliferating BM-derived macrophages.^17^ In this study, by employing the same methods, we obtained stably proliferating macrophages from FL or YS (Figure S1). They could be maintained in continuous culture for at least 18 months after the expansion in the presence of M-CSF, and could be frozen without losing the proliferative capacity. The bulk culture obtained from a separate dish or well was defined as an independent line. They were hereafter referred to as BM lines, FL lines, or YS lines. We used these lines with a similar number of passages for each experiment.

All the lines were positive for the myeloid marker CD11b, the macrophage markers M-CSF receptor (M-CSFR) and F4/80, and the hallmark macrophage function phagocytic activity (Figures 1A and S2). They also showed the relatively similar expression profile of chemokines, cytokines, or growth factors (Figure 1B). 

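For the RNA-seq analysis, 3 YS lines, 3 FL lines and 3 BM lines were sequenced, with 1 library per line. The YS lines had been grown from E9.5 yolk sac, the FL lines from E14.5 fetal liver and the BM lines from adult bone marrow. They were cultured with 100 ng/mL M-CSF, the growth factor on which these macrophages depend. Poly(A)-selected, strand-specific libraries were read as single reads of 75 nt. The authors deposited TPM, in which read counts are divided by transcript length and each library is scaled to the same total. The paper's text does not name the aligner, the quantifier, the genome build or the annotation behind these values, and its own comparisons started from raw read counts. TPM keeps no record of the number of reads, so the depth of each library is unknown and the precision of a value was judged from the spread among the 3 lines of a group. The paper pooled starting cells from more than 1 mouse and counted each separate dish or well as a line. Lines of a group may thus share founder mice, and their spread and the p-values need not measure variation among animals. The table listed 24411 genes by symbol, of which between 13345 and 14322 were above 0 in a library and between 10977 and 11457 reached 1 TPM. The share of TPM held by the 10 highest genes of a library ranged from 7.16% to 11.05%. Values were transformed to log2(TPM + 1), a scale that understates fold changes of genes with low TPM. The 11753 genes with at least 1 TPM in at least 3 of the 9 libraries were tested. All 9 libraries entered one limma model with an intensity trend, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Genes were called differentially expressed at the paper's thresholds of a false discovery rate under 0.1 and a change of more than 2-fold. With 3 lines against 3, the smallest two-sided p of an exact permutation test is 0.1.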

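The heat maps of Figure 1B list 55 genes for chemokines, cytokines and growth factors, and 42 of them passed the filter on low values. Across the 55 genes, the mean log2(TPM + 1) of YS lines correlated with that of FL lines with a Pearson's r of 0.922 and a Spearman's rho of 0.874. The correlation with BM lines was lower, with r of 0.791 and rho of 0.737 for YS lines and r of 0.740 and rho of 0.680 for FL lines. These are correlations across genes, which are not independent replicates. Differentially expressed genes made up 20 of the 42 genes between YS and BM lines (16 higher and 4 lower in YS lines). There were 15 between FL and BM lines (8 higher and 7 lower in FL lines) and 7 between YS and FL lines, all higher in YS lines. With the adjustment made over the list alone, the numbers were 22, 19 and 8. The genes called with the adjustment over all genes were 47.6%, 35.7% and 16.7% of the tested list, against 12.8%, 10.3% and 3.79% of all genes tested. The median absolute log2 difference of the listed genes was 1.13 between YS and BM lines, 1.10 between FL and BM lines and 0.79 between YS and FL lines. Tgfb1 differed little, with 286 ± 6.52 TPM in YS lines, 304 ± 25.6 TPM in FL lines and 249 ± 24.5 TPM in BM lines (SD, n = 3 lines each). Tnf was not called in any comparison, with 90.8 ± 43.6 TPM, 76.7 ± 20.6 TPM and 93.4 ± 5.15 TPM in the same order. Ccl4 was 459.5 ± 135 TPM in YS lines, 219 ± 14.0 TPM in FL lines and 54.1 ± 18.4 TPM in BM lines (SD, n = 3 each). Its log2 fold change was 3.07 between YS and BM lines (standard error 0.26, limma adjusted p = 0.00045). Cxcl14 was found mainly in BM lines, at 30.8 ± 2.41 TPM against 0.187 ± 0.085 TPM in FL lines (SD, n = 3 each; limma adjusted p = 4.6e-06). It was at 0.16 TPM or less in each YS line. Cxcl16 was 87.7 ± 42.5 TPM in YS lines and 111 ± 16.8 TPM in BM lines, but 0.310 ± 0.100 TPM in FL lines (SD, n = 3 each). Vegfc reached 36.83, 43.13 and 47.95 TPM in the 3 BM lines and was listed at 0 in all FL lines. Over the alternatives, the number of differentially expressed genes of the list ranged from 14 to 22 between YS and BM lines, from 12 to 21 between FL and BM lines and from 2 to 10 between YS and FL lines.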

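Csf1, which encodes M-CSF, was at 12.62, 17.99 and 29.30 TPM in YS lines 1 to 3, at 6.42, 0.13 and 4.01 TPM in FL lines and at 1.07, 4.90 and 5.07 TPM in BM lines. On the log2(TPM + 1) scale this was 4.31 ± 0.58 in YS lines, 1.80 ± 1.43 in FL lines and 2.07 ± 0.88 in BM lines (SD, n = 3 each). Each YS line was above every FL and BM line, and the exact two-sided permutation test gave p = 0.1 for YS against BM lines and p = 0.1 for YS against FL lines. The log2 fold change was 2.24 between YS and BM lines (standard error 0.71, limma adjusted p = 0.047) and 2.52 between YS and FL lines (standard error 0.71, limma adjusted p = 0.076). FL and BM lines could not be told apart (log2 fold change -0.27, limma adjusted p = 0.83). Across the 9 fits that each left out one line, the log2 fold change stayed between 1.73 and 2.51 for YS against BM lines and between 1.70 and 3.06 for YS against FL lines. The limma adjusted p rose to at most 0.156 and 0.165. By qRT-PCR, the paper found M-CSF mRNA not necessarily high in YS lines (Figure 6E). Its results did not speak for autocrine growth or survival of these lines. The authors' normalized levels are on a log2(CPM + c) scale with a constant c that the paper's text does not give, so they are not on the scale used here.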

For example, the normalized expression levels of M-CSF (CSF1) of BM, FL, and YS lines were 6.48 ± 1.26, 5.73± 2.46 and 8.96± 0.63, respectively (Figure 1B, upper right). Meanwhile, FL lines produced TNF-α protein and expressed inducible nitric oxide synthase (iNOS) mRNA in response to bacterial lipopolysaccharide (LPS) at much higher levels than BM or YS lines (Figure 1C, top and middle panels). FL lines also showed activation-induced cell death in response to LPS more prominently than BM or YS lines (Figure 1C, bottom panel). Such strong response to LPS was reported for unexpanded monocytes in FL.^22^ In contrast, BM lines responded to IFN-γ more strongly than FL or YS lines: BM lines produced TNF-α or expressed MHC I in response to IFN-γ at higher level than FL or YS lines (Figure 1D, top and middle panels). FL and YS lines were responsive to IFN-γ, albeit weakly (Figure S3). Consistent with this, BM lines showed the most obvious activation-induced cell death in response to IFN-γ (Figure 1D, bottom panel). These results indicated that BM, FL, and YS lines were overlapping but not identical in phenotypes and functions, despite long-term culture with repeated passages.

**Figure 1:**
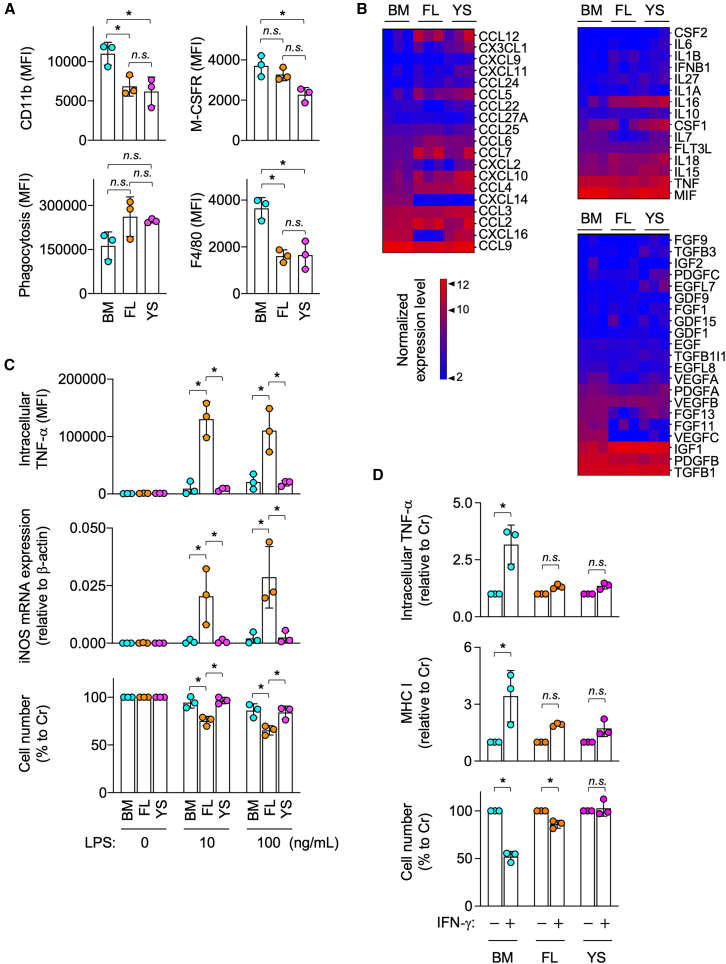
Expression of cell surface molecules or chemokines/cytokines/growth factors, phagocytic activity, and response to LPS or IFN-γ of expanded macrophages (A) BM, FL, or YS lines (*n* = 3 for each group) were analyzed for the cell surface expression of CD11b, M-CSF receptor (M-CSFR) or F4/80 by flow cytometry. They were also analyzed for the phagocytic activity (the uptake of fluorescent microspheres) by flow cytometry. The mean fluorescence intensity (MFI) is shown (mean ± SD). *n.s.*, not significant. ^∗^*p* < 0.05. [One-way ANOVA]. (B) BM, FL, or YS lines (*n* = 3 for each group) were subjected to bulk RNA-seq analysis. The indicated chemokines (upper left), cytokines (upper right), and growth factors (lower right) were selected, and their normalized expression levels are summarized in the heat maps. The color scale is shown (lower left). (C) BM, FL, or YS lines (*n* = 3 for each group) were cultured in the absence or presence of 10 or 100 ng/mL of LPS for 8 h, and analyzed for the intracellular level of TNF-α protein by flow cytometry. The MFI is shown (top). They were also cultured in the absence or presence of LPS for 6 h, and analyzed for the expression of iNOS mRNA by qRT-PCR. The expression level of iNOS mRNA relative to that of β-actin mRNA is shown (middle). They were also cultured in the absence or presence of LPS for 24 h, and their survival was assessed by the MTT assay. The level shown is the percentage to that of the LPS-free control culture (bottom) (mean ± SD). *n.s.*, not significant. ^∗^*p* < 0.05. [two-way ANOVA with Tukey’s multiple comparisons test]. (D) BM, FL, or YS lines (*n* = 3 for each group) were cultured in the absence or presence of 10 ng/mL IFN-γ for 24 h, and analyzed for the intracellular level of TNF-α protein or cell surface level of MHC I (H-2) by flow cytometry (top and middle). The level shown is relative to that of the IFN-γ-free control culture. Also, their survival was assessed by the MTT assay. The level shown is the percentage to that of the IFN-γ-free control culture (bottom) (mean ± SD). *n.s.*, not significant. ^∗^*p* < 0.05. [two-way ANOVA with Sidak’s (top and middle) or Tukey’s (bottom) multiple comparisons test] See also Figures S1–S3.

### FL and YS lines are relatively close in gene expression profile and chromatin accessibility, but distant from BM lines

We next compared the gene expression profile of expanded macrophages using RNA-seq. 

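The 3 lines of a group differed less from each other in BM lines than in the other groups. Over the 11753 genes tested, Pearson's r of log2(TPM + 1) between lines lay between 0.975 and 0.985 among BM lines, between 0.947 and 0.963 among FL lines and between 0.912 and 0.960 among YS lines. YS line 1 was the least similar to the other YS lines, with r of 0.942 with line 2 and 0.912 with line 3. The median log2 fold change of all tested genes was 0.11 between YS and BM lines, 0.09 between FL and BM lines and 0.02 between YS and FL lines. TPM thus put the median gene slightly lower in BM lines, and changes are given as TPM shows them.

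**Figure D1:**
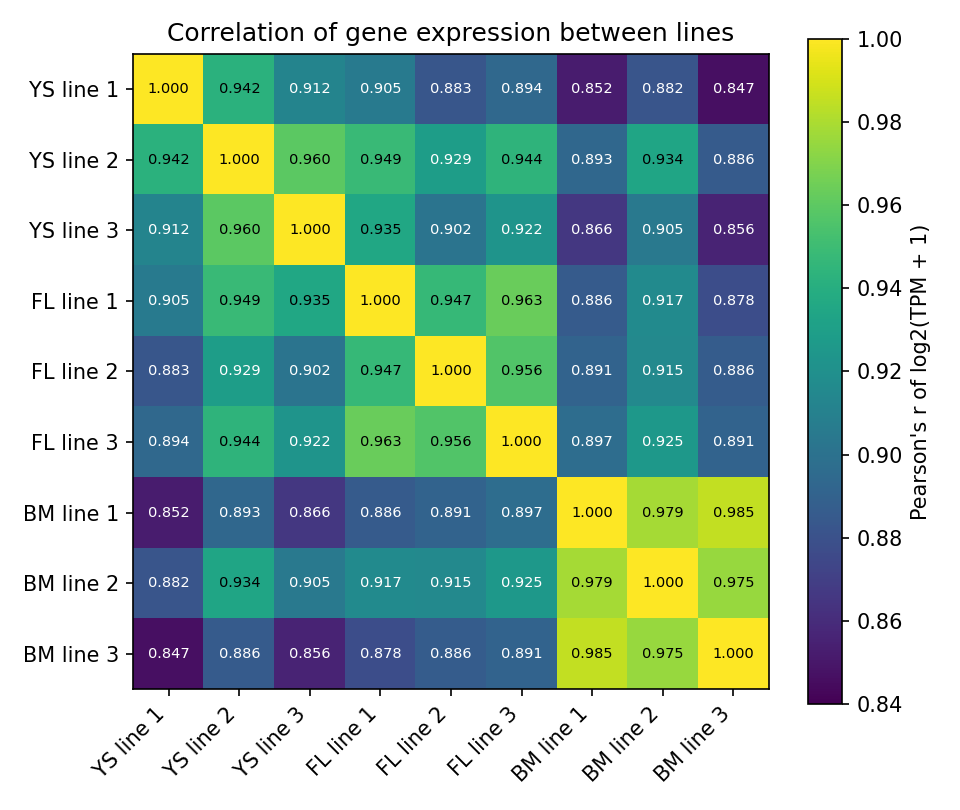
Pearson's r of log2(TPM + 1) over the 11753 tested genes for each pair of the 9 lines, in rows and columns by group (YS, FL and BM lines 1 to 3); each cell gives r and its color follows the scale from 0.84 to 1. BM lines correlate most strongly with each other (0.975 to 0.985), and YS line 1 with BM line 3 least (0.847).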

The principal component analysis (Figure 2A), the dendrogram (Figure 2B), and the heatmap of top 50 differentially expressed genes (Figure S4) suggested that FL and YS lines were relatively close, but distant from BM lines. 

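The mean correlation distance (1 minus Pearson's r of log2(TPM + 1)) was 0.0819 between FL and YS lines, 0.102 between FL and BM lines and 0.120 between YS and BM lines, over 9 pairs of lines each. FL and YS lines were thus closer to each other than to BM lines by 0.0197, the distance of the FL and BM lines minus that of the FL and YS lines. This did not pass an exact permutation test over the 1680 ways to assign the 9 lines to groups of 3 (one-sided, p = 0.0536). Some of these assignments keep the BM lines together and only mix YS with FL lines. They retain the closeness in question and can exceed the real difference, so a failure to pass is no evidence against it. With the 2000 most variable genes the difference was 0.0948 and p was 0.0202 by the same exact test. Leaving out one line at a time, p ranged from 0.0179 to 0.193 (exact permutation tests). BM line 2 stood nearer to YS line 2 (r = 0.934) than BM lines 1 and 3 did (r = 0.893 and 0.886). Mixing of YS line 2 into the library of BM line 2 is a candidate explanation, examined in the closing section. In a principal component analysis of log2(TPM + 1), PC1 held 46.1% and PC2 21.2% of the variance. PC1 separated BM lines, with scores of 67.4, 42.0 and 72.1, from YS lines, with scores of -43.5, -30.9 and -40.7, and FL lines, with scores of -31.2, -15.5 and -19.7. PC2 separated YS lines, at 16.0 or more, from FL lines, between -46.3 and -27.3.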

When the most variable 2,000 genes were categorized using *k*-means clustering (Figures 2C and S5), genes involved in developmental process, multicellular organism process, or organ development or morphogenesis were enriched in YS lines (Figure 2C, Cluster D), suggesting that YS lines retain some degree of their original features. 

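The 2000 genes with the largest standard deviation of log2(TPM + 1) were centred on their means and divided by k-means into 4 clusters of 677, 261, 579 and 483 genes. The cluster of 579 genes was highest in YS lines, with a mean of 1.02 above the gene average (log2) against -0.30 in FL lines and -0.72 in BM lines. The gene ontology terms of the paper were not used here; developmental genes were taken as the families of developmental regulators, such as Hox, Sox, Tbx, Wnt and Notch pathway genes, that 41 symbol patterns name. Of the 579 genes, 20 belonged to these families (3.45%), against 83 of the 11753 tested genes (0.706%), an odds ratio of 6.31 (95% confidence interval 3.59 to 10.7; two-sided Fisher's exact test, p = 2.3e-09). Against the 2000 genes alone as the background, the odds ratio was 2.95. The cluster was not equally high in each YS line, with centers of 1.33, 0.86 and 0.86 in lines 1 to 3. YS line 1 had the highest value in 290 of the 579 genes, YS line 2 in 49 and YS line 3 in 187. All 3 YS lines were above all FL and BM lines in 177 of the 579 genes (30.6%), and 131 were called higher in YS lines against both BM and FL lines. Among the 20 developmental genes, 14 were highest in YS line 1, and 9 were higher in all 3 YS lines than in all other lines. Tbx20, one of these 9, was at 20.22, 16.23 and 34.80 TPM in YS lines. It was at 0.05 TPM in FL line 1 and listed at 0 in FL lines 2 and 3, and at 2.51 TPM in BM line 2 and listed at 0 in BM lines 1 and 3.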

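Figure 2D names 4 higher and 4 lower genes in each comparison. All of these genes but Plcb2 and Xist passed the filter, and each gene that did changed in the direction of the figure and was called differentially expressed. Plcb2, named for YS against BM lines, was at 38.41, 5.92 and 0.14 TPM in YS lines and at 0.18 TPM or less in each FL and BM line. Xist, named for FL against BM lines, came from 2 of the 3 FL lines, at 302.67 TPM in line 2 and 176.17 TPM in line 3 against 0.01 TPM in line 1. Among genes whose groups did not overlap, the largest rise in YS over BM lines was that of Slfn4 (log2 fold change 6.67, standard error 1.38, limma adjusted p = 0.010). The largest fall was that of Ctsk (log2 fold change -7.95, standard error 0.80, adjusted p = 0.00096). FL lines exceeded BM lines most in Cbr2 (log2 fold change 7.49, standard error 1.17, adjusted p = 0.0037). They were lower than BM lines by most in Cpe (log2 fold change -8.15, standard error 1.40, adjusted p = 0.0052). Between YS and FL lines, Smpdl3a had the largest fall, with a log2 fold change of -8.57 (standard error 0.27, adjusted p = 1.7e-06). It was 426 ± 177 TPM in FL lines (SD, n = 3) and at most 0.10 TPM in each YS line. The rises of Mrc1, Colec12 and Ccnd2 over BM lines were larger against BM lines 1 and 3 than against line 2. Mrc1, at 278.06, 268.04 and 410.55 TPM in YS lines, was listed at 0 in BM line 1 and was 0.06 TPM in BM line 3 but 40.20 TPM in BM line 2. Over 45 genes under 0.5 TPM in BM lines 1 and 3 and at 20 TPM or more in YS line 2, BM line 2 held a median of 14.1% of the level in YS line 2.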

When differentially expressed genes were shown in volcano plots (Figure 2D) or Venn diagrams (Figure 2E), the difference between YS and FL lines was smaller than that between YS and BM lines or FL and BM lines. 

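From TPM, limma called 1504 genes differentially expressed between YS and BM lines (890 higher and 614 lower in YS lines). It called 1211 between FL and BM lines (706 higher and 505 lower in FL lines) and 446 between YS and FL lines (229 higher and 217 lower in YS lines). The excess of higher genes over BM lines depended on the scaling: with quantile normalization, 724 were higher and 763 lower in YS lines, and 592 were higher and 593 lower in FL lines. The 2 groups did not overlap in 49.0%, 49.5% and 26.1% of all genes tested, in the order given, where chance gives 10% for 3 lines against 3. Among the called genes, which the thresholds select for separated groups, it was 95.3%, 97.5% and 96.9%. The order of the 3 comparisons was the same in every alternative. The number between YS and FL lines depended on the settings, from 81 genes when only the 6 YS and FL libraries were fitted to 1500 without a fold threshold. Without BM line 2, the numbers were 1444, 1129 and 325, of which 1300, 1026 and 319 were also called with all lines.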

For example, 2,057 (1,249 upregulated +808 downregulated), 1,620 (915 upregulated +705 downregulated), and 864 (507 upregulated +357 downregulated) genes were differentially expressed between YS and BM lines, FL and BM lines, and YS and FL lines, respectively (Figure 2E). These results suggested that FL and YS lines were relatively close, but distant from BM lines in the gene expression profile.

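YS and FL lines shared 427 genes called higher and 306 called lower than in BM lines, of 1974 genes called in at least 1 of these 2 comparisons, and 8 genes were called in opposite directions. Relative to both other groups, 142 genes were called higher and 90 lower in YS lines. From the principal component analysis, the dendrogram, the heat map and the smaller number of differentially expressed genes between YS and FL lines, the paper proposes that these lines are relatively close and distant from BM lines in their gene expression profile.

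**Figure D2:**
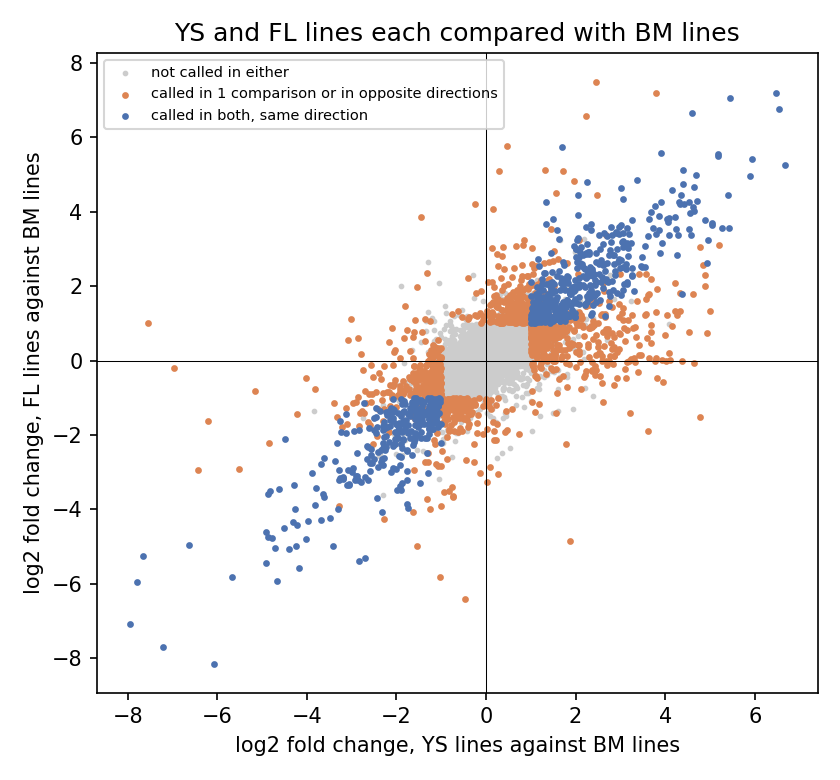
Each point is one of the 11753 tested genes, with its log2 fold change of YS lines against BM lines on the x axis and of FL lines against BM lines on the y axis, from log2(TPM + 1). The genes called in both comparisons in the same direction (blue), 427 higher and 306 lower, lie in the upper right and lower left, and both axes share the BM lines, which by itself aligns the points.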

**Figure 2:**
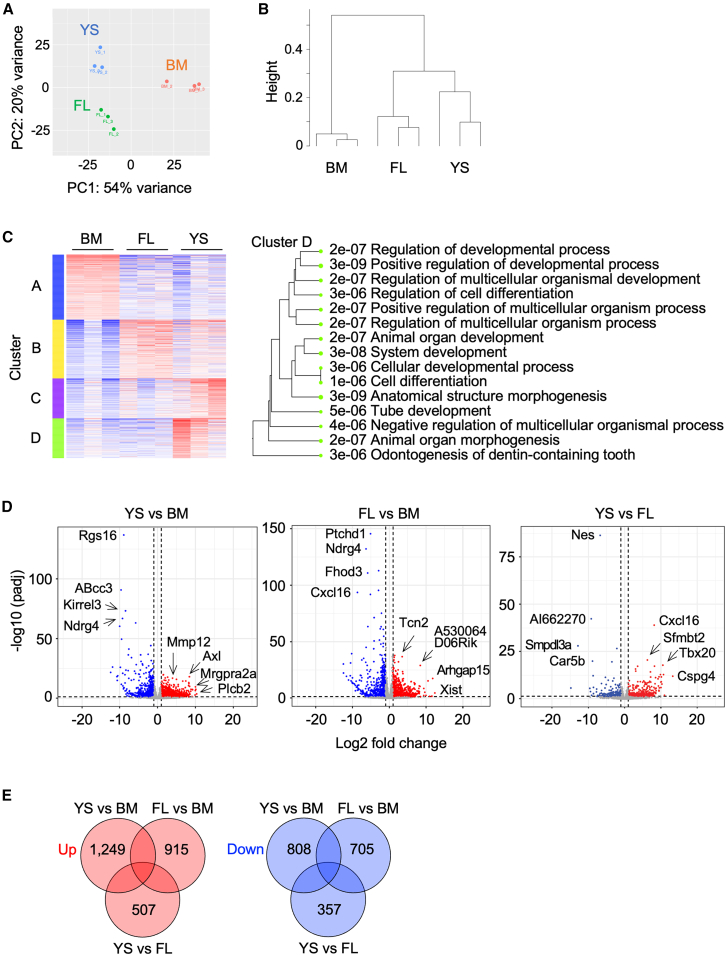
Gene expression profile of expanded macrophages (A–E) BM, FL, or YS lines (*n* = 3 for each group) were subjected to bulk RNA-seq analysis. (A) Principal component analysis of BM lines (orange), FL lines (green), and YS lines (blue). (B) Dendrogram showing the hierarchical clustering of BM, FL, and YS lines. (C) The most variable 2,000 genes among three groups categorized using *k*-means clustering (k = 4) are summarized in the heatmap (left). The gene ontology terms for biological process enriched in YS lines (Cluster D) in the left heatmap are also shown (right). (D) Volcano plots showing differentially expressed genes in all pairwise comparisons are summarized (fold change >2 and false discovery rate <0.1). padj, adjusted *p*-value. (E) The numbers of differentially expressed genes in all pairwise comparisons are summarized (fold change >2 and false discovery rate <0.1). The numbers of upregulated genes (left) or downregulated genes (right) are shown. See also Figures S4 and S5.

We also compared the chromatin accessibility of expanded macrophages using ATAC-seq. Recently, Dick et al. identified the core cell surface markers of embryo-derived macrophages, that is, phosphatidylserine receptor T cell immunoglobulin and mucin domain containing 4 (TIMD4), lymphatic vessel endothelial hyaluronan receptor 1 (LYVE1), and folate receptor beta (FOLR2).^23^ Consistent with this, the open chromatin regions in TIMD4, LYVE1, and FOLR2 of BM lines were different from those of YS lines (Figure S6). The Pearson’s correlation coefficients (Figure 3A) suggested that FL and YS lines were relatively similar in the chromatin accessibility whereas BM and YS lines exhibited the most distinct profiles. In fact, as summarized in Figure 3B, 38,423 (29,104 upregulated +9,319 downregulated), 26,279 (21,608 upregulated +4,671 downregulated), and 23,113 (12,249 upregulated +10,864 downregulated) peaks were differentially accessible between YS and BM lines, FL and BM lines, and YS and FL lines, respectively. The heatmap (Figure 3C) that summarized the most variable 7,024 peaks among BM, FL, and YS lines, and the dot plot (Figure 3D) that summarized the transcription factor binding motifs enriched in the clusters in Figure 3C further supported the idea that FL and YS lines were relatively close, but distant from BM lines in the chromatin accessibility.

**Figure 3:**
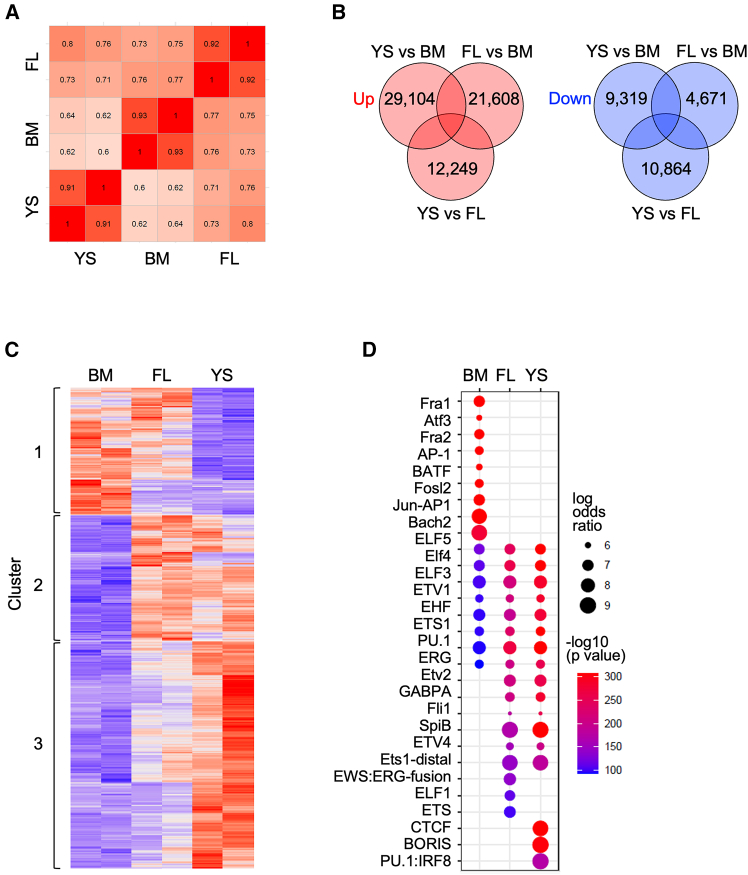
Chromatin accessibility of expanded macrophages (A–D) BM, FL, or YS lines (*n* = 2 for each group) were subjected to ATAC-Seq analysis. (A) Pearson’s correlation coefficients of all pairwise comparisons are shown in the heatmap. (B) The numbers of differentially accessible peaks in all pairwise comparisons are summarized (fold change >2 and false discovery rate <0.1). The numbers of upregulated peaks (left) or downregulated peaks (right) are also shown. (C and D) In C, the most variable 7,024 peaks among three groups are summarized in the heatmap using *k*-means clustering (k = 3). In D, the transcription factor binding motifs enriched in the clusters in C are summarized in the dot plot. The dot color and size represent -log10 (*p* value) and log odds ratio, respectively. See also Figure S6.

### YS lines are more proliferative than FL or BM lines

We next compared the proliferative capacity of expanded macrophages. Although all the lines proliferated in the presence of the optimal concentration of M-CSF (100 ng/mL), YS lines showed the fastest proliferation (Figure 4A). The doubling times of BM, FL, and YS lines were 2.97 ± 0.73, 2.66± 0.58, and 2.15± 0.32 days, respectively (Figure S7). The fastest proliferation of YS lines was the case at suboptimal concentrations of M-CSF (10, 30, or 70 ng/mL) (Figures 4B and S8). Under the suboptimal conditions, FL lines tended to proliferate faster than BM lines, although the difference was not significant (Figure 4B). The high proliferative capacity of YS lines in the presence of M-CSF was not necessarily related to the degree of signal activation because the YS line had the smallest amount of phosphorylated M-CSF receptor at Tyr809 (=activated)^24^ upon M-CSF-stimulation, among BM, FL, and YS lines (Figure 4C). Instead, genes of proliferation-related pathways, such as Myc targets, E2F targets, and G2/M checkpoint, were enriched in YS lines (Figure 4D). These results indicated that YS lines were more proliferative than BM or FL lines, which was likely due to the difference in their intrinsic gene expression profiles.

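The Hallmark sets of Figure 4D were not used here. Their place was taken by the S phase list (43 genes) and the G2/M list (54 genes) of the Seurat package, as mouse symbols, and by a hand-written list of 62 Myc target genes. They were tested with limma's camera, which asks whether the genes of a set changed more than the other genes. Between YS and FL lines, all 3 sets were higher in YS lines. S phase genes rose by a mean of 0.36 (log2) against 0.02 for the other genes (adjusted p = 1.6e-07), with 38 of 43 genes higher. G2/M genes rose by 0.33 (adjusted p = 1.1e-06), with 49 of 54 genes higher, and Myc targets by 0.37 (adjusted p = 2.0e-08), with 55 of 62 genes higher. Between YS and BM lines, S phase genes rose by 0.39 (log2) against 0.12 for the other genes (adjusted p = 0.00039) and Myc targets by 0.31 (adjusted p = 0.0019). G2/M genes rose by 0.03, less than the other genes (adjusted p = 0.84). The differences were small per gene: no gene of the 3 sets was called at more than 2-fold between YS and FL lines. As a mean over the set relative to all tested genes, the S phase score was 1.33 ± 0.14 in YS lines, 1.00 ± 0.12 in FL lines and 1.07 ± 0.01 in BM lines (SD, n = 3 each). Each YS line was above every FL and BM line (exact permutation tests, p = 0.1 for both). The G2/M score was 1.86 ± 0.16, 1.56 ± 0.22 and 1.95 ± 0.07 (SD, n = 3 each) in the same order. The Myc score was 1.60 ± 0.28, 1.26 ± 0.06 and 1.42 ± 0.04 (SD, n = 3 each), and YS line 1 was highest in both. The camera test assumed a correlation of 0.01 between genes of a set; with the correlation estimated from the data, none of these differences passed (adjusted p from 0.415 to 0.566 for the 5 that had). When the 6 lines were split in the 3 other ways that part lines of the same number, the Myc p between YS and BM lines was as small in each of them, and the S phase p in 1 of them. Between YS and FL lines no such split reached the p of any of the 3 sets. Of the other 6 splits, 1 gave a smaller p for S phase and 2 for G2/M between YS and FL lines, and 2 for S phase and 3 for Myc targets between YS and BM lines.

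**Figure D3:**
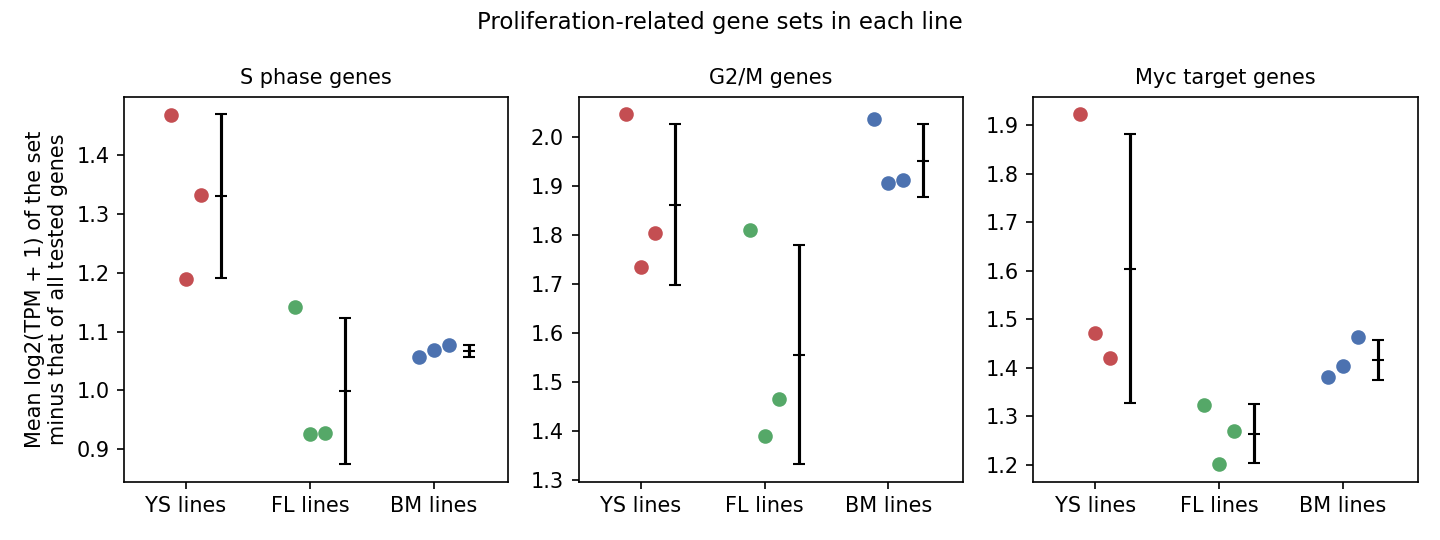
Mean log2(TPM + 1) of the S phase, G2/M and Myc target genes minus the mean of all tested genes (y axes, log2 units, a separate range in each panel), for the 3 YS, 3 FL and 3 BM lines; points are lines and black bars are means ± SD. YS lines are highest for S phase genes (1.19 to 1.47), and G2/M genes are as high in BM lines (1.91 to 2.04) as in YS lines (1.74 to 2.05).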

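Myc itself was 110 ± 66.7 TPM in YS lines, 64.6 ± 16.5 TPM in FL lines and 62.8 ± 6.75 TPM in BM lines (SD, n = 3 each). The difference did not exceed the spread among lines (limma adjusted p = 0.26 against BM lines and 0.36 against FL lines). Ccnd2, which encodes cyclin D2, was 160 ± 76.3 TPM in YS lines and 83.0 ± 33.0 TPM in FL lines (SD, n = 3 each). It was listed at 0 in BM line 1, at 13.97 TPM in BM line 2 and at 0.10 TPM in BM line 3. Trp53, which encodes p53, was higher in YS lines (221 ± 41.8 TPM) than in BM lines (99.0 ± 10.1 TPM; SD, n = 3 each; log2 fold change 1.14, standard error 0.19, limma adjusted p = 0.0052). Rb1, Cdkn2a and Cdkn2b were not called between any groups.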

**Figure 4:**
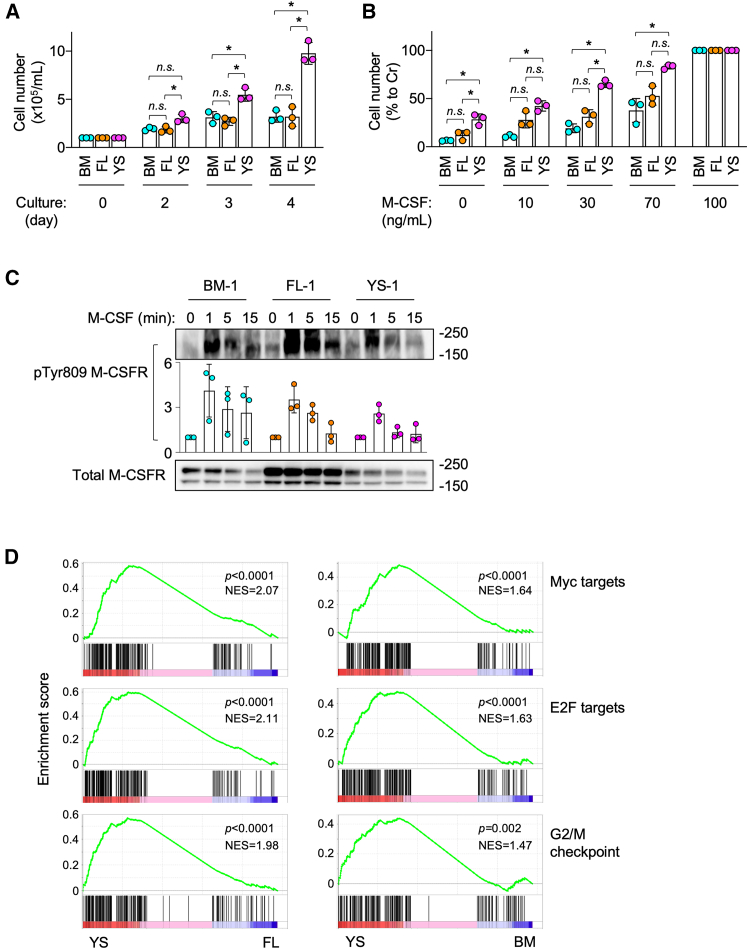
Proliferation of expanded macrophages (A) BM, FL, or YS lines (*n* = 3 for each group) were seeded at 1 × 10^5^ cells/mL and cultured in the presence of 100 ng/mL M-CSF, and the number of viable cells was counted on day 2, 3, or 4, by trypan blue dye exclusion method (mean ± SD). *n.s.*, not significant. ^∗^*p* < 0.05. [two-way ANOVA with Tukey’s multiple comparisons test]. (B) BM, FL, or YS lines (*n* = 3 for each group) were seeded at 1 × 10^5^ cells/mL and cultured for 3 days in the absence or presence of the indicated concentrations of M-CSF (10, 30, or 70 ng/mL), and the number of cells was monitored by the MTT assay. The number of cells shown is the percentage to that of the culture containing 100 ng/mL M-CSF (mean ± SD). *n.s.*, not significant. ^∗^*p* < 0.05. [two-way ANOVA with Tukey’s multiple comparisons test]. (C) BM line #1, FL line #1, or YS line #1 was M-CSF-depleted for 3 h, left untreated or treated with 100 ng/mL M-CSF for the indicated periods (1, 5, or 15 min), and analyzed for the phosphorylated (=activated) M-CSF receptor by western blotting using antibody specific for tyrosine-809-phosphorylated M-CSF receptor^24^ (pTyr809 M-CSFR). Total M-CSF receptor (Total M-CSFR) was also analyzed as a reference. The images shown are representative of three independent experiments. The band density of pTyr809 M-CSFR was normalized to that of total M-CSFR, and the degree of phosphorylated M-CSF receptor shown is relative to that of untreated control cells (*n* = 3) (mean ± SD). (D) BM, FL, or YS lines (*n* = 3 for each group) were subjected to the gene set enrichment analysis of cell proliferation-related gene sets (Myc targets, E2F targets, and G2/M checkpoint), using RNA-seq data. The normalized enrichment score (NES) and *p* value are summarized. YS versus FL and YS versus BM are shown in left and right panels, respectively. See also Figures S7 and S8.

### YS and FL lines are more resistant to apoptosis than BM lines

In the proliferation assay, the number of YS lines that survived without M-CSF for 3 days was higher than that of FL or BM lines (see Figure 4B, M-CSF “0”), suggesting that YS lines are relatively resistant to cell death. Thus, we next compared the cell death or survival of expanded macrophages in more detail. As early as 12 h after M-CSF-depletion, the apoptotic cells positive for both annexin V and 7-AAD were detected for BM lines (Figure 5A, left panel). Such apoptotic cells were few for FL or YS lines, even at 36 h after the M-CSF-depletion (Figure 5A, right panel). Consistent with this, the cleaved caspase-3 and cleaved poly ADP-ribose polymerase (PARP) were detected as early as 6 h after the M-CSF-depletion in BM lines, but not in FL or YS lines (Figure 5B).

**Figure 5:**
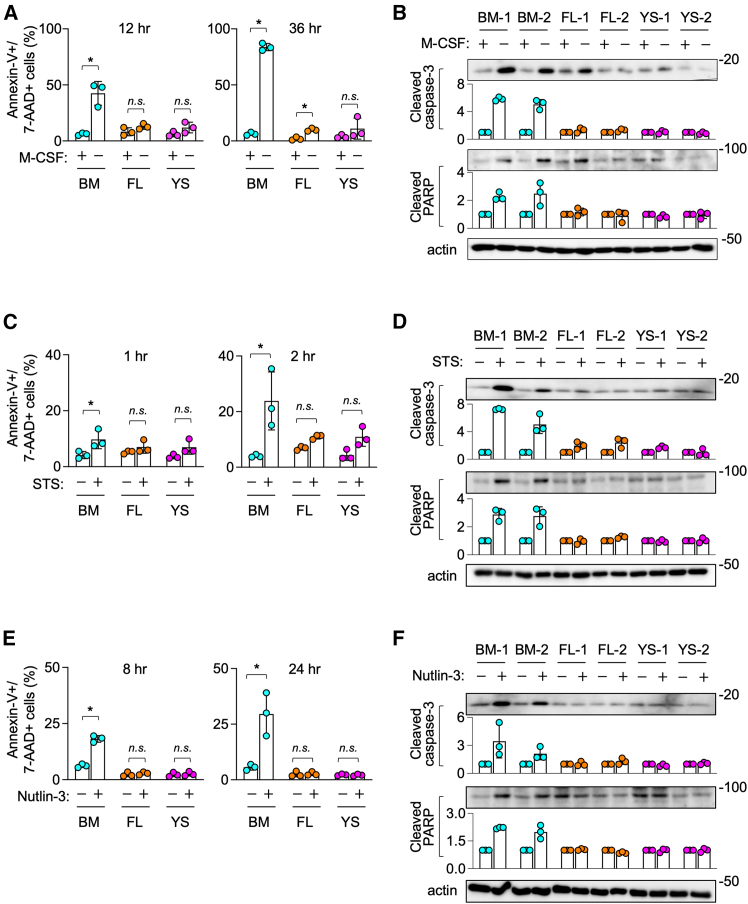
Apoptosis of expanded macrophages (A) BM, FL, or YS lines (*n* = 3 for each group) were cultured with (+) or without (−) M-CSF for 12 h (left) or 36 h (right), and analyzed for the percentage of cells positive for annexin-V and 7-AAD by flow cytometry (mean ± SD). *n.s.*, not significant. ^∗^*p* < 0.05. [two-way ANOVA with Sidak’s multiple comparisons test]. (B) BM, FL, or YS lines (*n* = 2 for each group) were cultured with (+) or without (−) M-CSF for 6 h, and analyzed for cleaved caspase-3 or cleaved PARP by western blotting. β-actin blot is the loading control. The images shown are representative of three independent experiments. The graphs were prepared by quantifying the band density using those three independent experiments (mean ± SD). The level shown is relative to that of M-CSF-containing culture. (C) BM, FL, or YS lines (*n* = 3 for each group) were seeded with M-CSF, cultured for 1 h (left) or 2 h (right) in the absence or presence of staurosporine (STS), and analyzed as in A (mean ± SD). *n.s.*, not significant. ^∗^*p* < 0.05. [two-way ANOVA with Sidak’s multiple comparisons test]. (D) BM, FL, or YS lines (*n* = 2 for each group) were seeded with M-CSF, cultured for 1 h in the absence or presence of STS, and analyzed as in B. The images shown are representative of three independent experiments. The graphs were prepared by quantifying the band density using those three independent experiments (mean ± SD). The level shown is relative to that of the STS-free control culture. (E) BM, FL, or YS lines (*n* = 3 for each group) were seeded with M-CSF, cultured for 8 h (left) or 24 h (right) in the absence or presence of nutlin-3, and analyzed as in A (mean ± SD). *n.s.*, not significant. ^∗^*p* < 0.05. [two-way ANOVA with Sidak’s multiple comparisons test]. (F) BM, FL, or YS lines (*n* = 2 for each group) were seeded with M-CSF, cultured for 5 h in the absence or presence of nutlin-3, and analyzed as in B. The images shown are representative of three independent experiments. The graphs were prepared by quantifying the band density using those three independent experiments (mean ± SD). The level shown is relative to that of the nutlin-3-free control culture.

The widely used apoptosis-trigger staurosporine (STS) induced the apoptotic cells (Figure 5C) and the cleavage of caspase-3 or PARP (Figure 5D), most obviously in BM lines. A similar result was obtained for another apoptosis-trigger nutlin-3, the inhibitor of p53 – MDM2 interaction^25^ (Figures 5E and 5F). These results indicated that YS and FL lines were more resistant to apoptosis than BM lines, under at least three different conditions.

### YS lines survive for a longer period than BM or FL lines under M-CSF-free culture

We next examined how expanded macrophages, in particular, YS lines, could resist cell death by M-CSF-depletion. Among three groups, YS lines survived without M-CSF most strongly and for the longest period (Figure 6A, left panel). FL lines survived more strongly than BM lines on day 1, but not on day 2 or day 3 (Figure 6A, left panel). We previously demonstrated that GM-CSF supported the survival of BM lines.^17^ GM-CSF also supported the survival of FL lines, and slightly induced the proliferation of YS lines without M-CSF (Figure 6A, right panel), further confirming the high proliferative capacity and resistance to cell death of YS lines. Components in fetal calf serum (FCS) might allow such M-CSF-free longer survival of YS lines as they severely died during 4 h-culture with lower concentrations of FCS (Figure 6B).

**Figure 6:**
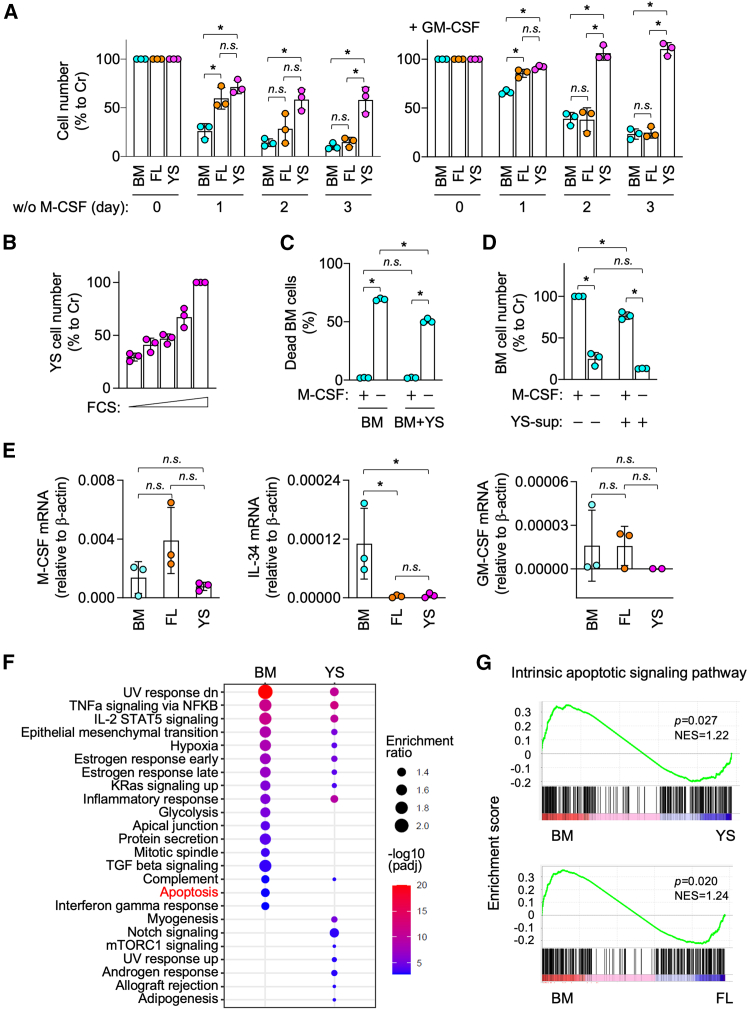
Survival of expanded macrophages under M-CSF-free culture (A) BM, FL, or YS lines (*n* = 3 for each group) were seeded without (w/o) M-CSF (left), or without M-CSF but with GM-CSF (right), cultured for 1, 2 or 3 days, and analyzed for their survival by the MTT assay. The survival level shown is the percentage to that of seeded cells (day 0) (mean ± SD). *n.s.*, not significant. ^∗^*p* < 0.05. [two-way ANOVA with Tukey’s multiple comparisons test]. (B) YS lines (*n* = 3) were seeded without M-CSF, cultured with different concentrations of fetal calf serum (FCS; 0, 0.3, 1, 3, or 10%) for 4 h, and analyzed for their survival by the MTT assay (mean ± SD). The level shown is the percentage to that of 10% FCS-containing culture. (C) Carboxyfluorescein succinimidyl ester-labeled BM line #1 was cultured in the presence or absence of M-CSF, or co-cultured with YS line #1 (1:5, “BM + YS”) in the presence or absence of M-CSF, and cultured for 24 h. The percentage of dead BM line #1 was quantified by flow cytometry (mean ± SD). *n.s.*, not significant. ^∗^*p* < 0.05. [two-way ANOVA with Sidak’s multiple comparisons test]. (D) BM line #1 was cultured in the presence or absence of M-CSF for 24 h, or seeded with media containing the supernatants collected from YS line #1 (50% v/v, "YS-sup"), and cultured in the presence or absence of M-CSF for 24 h. The YS-sup was prepared by culturing with M-CSF-free media for 3 days. The survival of BM line #1 was assessed by the MTT assay (mean ± SD). The level shown is the percentage to that of the M-CSF-containing/YS-sup-free culture. *n.s.*, not significant. ^∗^*p* < 0.05. [two-way ANOVA with Tukey’s multiple comparisons test]. (E) BM, FL, or YS lines (*n* = 3 for each group) were analyzed for the expression of M-CSF mRNA (left), IL-34 mRNA (middle), or GM-CSF mRNA (right) by qRT-PCR. The expression level shown is relative to that of β-actin mRNA (mean ± SD). *n.s.*, not significant. ^∗^*p* < 0.05. [One-way ANOVA]. (F) BM and YS lines (*n* = 2 for each group) were analyzed for the most significant pathways in the open chromatin regions using ATAC-seq data. In the dot plot, the size and color represent the enrichment ratio and -log10 (adjusted *p*-value, padj), respectively. (G) BM, FL, or YS lines (*n* = 3 for each group) were subjected to the gene set enrichment analysis of intrinsic apoptotic signaling pathway using RNA-seq data. The normalized enrichment score (NES) and *p* value are summarized. BM versus YS lines and BM versus FL lines are shown in upper and lower panels, respectively. See also Figure S9.

The co-culture with YS lines did not potentiate the M-CSF-free survival of BM lines (Figure 6C). The addition of the supernatants collected from YS lines also failed to markedly potentiate the M-CSF-free survival of BM lines (Figure 6D). The mRNA expression level of M-CSF, IL-34 (an alternative ligand of M-CSF receptor^24^), or GM-CSF was not necessarily high in YS lines (Figure 6E). Among the three cytokines, M-CSF showed a relatively high mRNA expression level (Figure 6E). However, when assessed by ELISA, the concentration of M-CSF in media conditioned by YS lines was <10 pg/m, the level of which was lower than that required to support the proliferation or survival of YS lines (>1 ng/mL). These results did not support an autocrine proliferation or survival in YS lines. Meanwhile, the apoptosis pathway was one of the most significant pathways in open chromatin regions in BM lines even when they were maintained in the presence of M-CSF (Figures 6F and S9). In addition, genes involved in intrinsic apoptotic signaling pathway were enriched in BM lines even when they were maintained in the presence of M-CSF (Figure 6G). Thus, it appeared that the relatively longer M-CSF-free survival of YS lines was due to differences in the intrinsic gene expression profile and chromatin accessibility among BM, FL, and YS lines.

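Genes of the intrinsic apoptotic pathway were taken from a hand-written list of 59 genes, of which 55 were tested with limma's camera, in place of the gene ontology set of Figure 6G. Against YS lines, their mean log2 difference in BM lines was -0.07, above the -0.12 of the other genes by 0.05, which did not pass (adjusted p = 0.11). Against FL lines, it was 0.00 where the other genes had -0.10, an excess of 0.10 (adjusted p = 0.010). BM lines had 6 of the 55 genes called higher and 5 called lower than YS lines, and 4 higher and 4 lower than FL lines. The score of the set was 0.52 ± 0.06 in BM lines, 0.47 ± 0.03 in YS lines and 0.42 ± 0.05 in FL lines (SD, n = 3 each). The groups overlapped (exact two-sided permutation tests, p = 0.3 for BM against YS lines and p = 0.2 for BM against FL lines). With fgsea, a ranked-list test closer to the paper's GSEA, both differences passed (adjusted p = 0.032 against YS lines and 0.00245 against FL lines). Pmaip1, which encodes the p53-induced BH3-only protein NOXA, was 94.2 ± 17.3 TPM in BM lines, 46.6 ± 9.09 TPM in YS lines and 5.55 ± 2.12 TPM in FL lines (SD, n = 3 each). Its log2 fold change was -3.90 between FL and BM lines (standard error 0.26, limma adjusted p = 0.00012).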

### YS lines proliferate when transplanted into mice

In this study, we also performed a transplantation experiment using YS lines as an example. When transplanted into the peritoneal cavity of C57BL/6 mice, the percentage of YS line #1 in the peritoneal F4/80-positive macrophages was quite low 2 weeks after the transplantation, but increased in several mice 4 weeks after the transplantation (Figure 7A). The result suggested that YS line #1 could proliferate in mice, as observed in culture.

**Figure 7:**
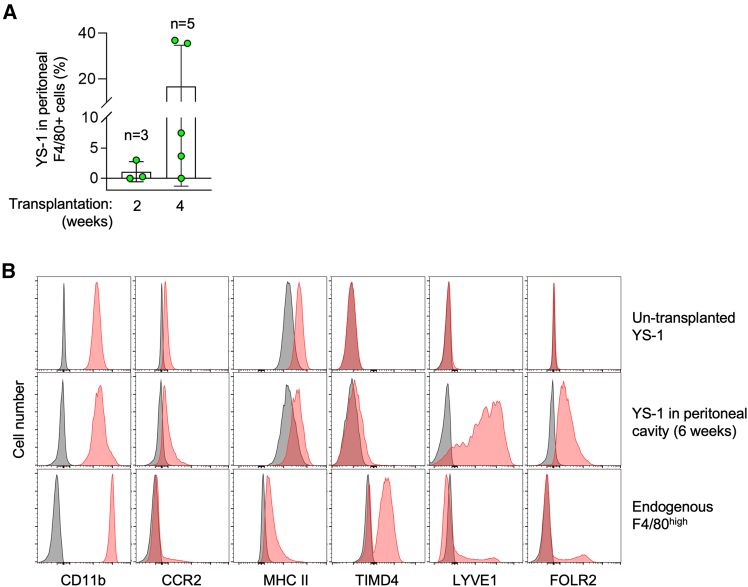
Proliferation and cell surface marker expression of expanded yolk sac macrophages after transplantation into mice (A) ZsGreen-expressing YS line #1 was transplanted into the peritoneal cavity of 8-week-old male mice. Two (*n* = 3) or four weeks (*n* = 5) after the transplantation, the percentage of the ZsGreen-expressing YS line #1 in the peritoneal F4/80-positive macrophages was assessed by flow cytometry (mean ± SD). (B) ZsGreen-expressing YS line #1 was transplanted into the peritoneal cavity of 5 or 6-week-old male mice. Six weeks after the transplantation, the peritoneal F4/80^high^ ZsGreen-positive cells were analyzed for the expression of CD11b, CCR2, MHC II (I-A/I-E), TIMD4, LYVE1, or FOLR2 by flow cytometry (middle). The peritoneal cells collected from six mice were combined. The un-transplanted control YS line #1 (top) or endogenous F4/80^high^ peritoneal macrophages (bottom) were analyzed as a reference. See also Figure S10.

As mentioned earlier, TIMD4, LYVE1, and FOLR2 were recently identified as the core cell surface markers of embryo-derived macrophages.^23^ However, YS line #1 almost completely lost the expression of these markers, presumably during the long-term *ex vivo* culture (Figure 7B, top panels; Figure S10). However, once again, when transplanted into mice and analyzed 6 weeks later, YS line #1, which were detected within F4/80^high^ large peritoneal macrophage subpopulation (Figure S10), expressed TIMD4 at a detectable level (Figure 7B, middle panel), although weakly when compared to the endogenous subpopulation (Figure 7B, bottom panel). In contrast to TIMD4, LYVE1, and FOLR2 were expressed in a fraction of peritoneal macrophages.^26^^,^^27^^,^^28^ The level of LYVE1 or FOLR2 of the transplanted YS #1 was comparable to that of the LYVE-positive or FOLR2-positive F4/80^high^ endogenous macrophages (Figure 7B, middle and bottom panels). Such altered expression in YS line #1 after the transplantation was not observed for other cell surface markers, such as CD11b, CCR2, and MHC II (I-A/I-E) (Figure 7B, top and middle panels). The result suggests that when transferred into the peritoneal cavity of mice, YS lines could proliferate and regain the expression of several original cell surface markers, but not the expression patterns of endogenous F4/80^high^ peritoneal macrophages.

## Discussion

In this study, we established genetically unmodified but stably proliferating macrophage lines from YS, FL, and BM under the same conditions, and compared their features under the same setting. In support of the idea that embryonic macrophages persist in many adult tissues due to their higher proliferative capacity, the expanded embryonic macrophages, in particular, YS lines proliferated faster than FL and BM lines (Figure 4). Interestingly, YS lines survived for a longer period than BM or FL lines under M-CSF-free culture (Figure 6), and YS and FL lines were more resistant to apoptotic cell death induced by staurosporine or nutlin-3 than BM lines (Figure 5). Thus, the present study strongly suggests that not only the higher proliferative capacity but also the higher survival or anti-apoptotic capacity enables embryonic macrophages to reside in tissues far longer than originally thought.

The present study also suggests that the long-term culture with repeated passages does not necessarily erase all the intrinsic features of macrophages because YS, FL, and BM lines were overlapped but not identical in phenotypes including the response to LPS (Figure 1C), gene expression profile (Figure 2), and chromatin accessibility (Figure 3). However, the fact remains that when cultured, cells lose part of their original gene expression signature, as exemplified by microglia.^29^^,^^30^ In fact, YS lines almost completely lost the expression of the core YS macrophage markers,^23^ TIMD4, LYVE1, and FOLR2 (Figure 7). However, it should be mentioned that when transplanted into mice, YS line gained the expression of these markers, although the recovery of TIMD4 was weak (Figure 7). Thus, it is likely that the adaptation to culture environment is reversible at least for macrophages expanded from YS.

In addition to MafB/c-Maf-deficient macrophages^31^^,^^32^^,^^33^ and alveolar macrophages,^32^^,^^34^ macrophages originating from FL^9^ and BM^14^^,^^17^ have been demonstrated to proliferate stably and unlimitedly in culture. To the best of our knowledge, the present study established, for the first time, stably proliferating macrophage lines from YS. Tissue-resident macrophages originating from YS or FL macrophages are developmentally distinct from macrophages derived from BM. Consistent with this, FL and YS lines are relatively close but distant from BM lines in the gene expression profile and chromatin accessibility (Figures 2 and 3). The recent finding that not only macrophages derived from BM but also those originating from YS or FL are present in many adult tissues.^3^^,^^4^^,^^5^ However, it remains unclear what is the physiological or pathological role of each macrophage population. The YS, FL and BM lines established in this study are helpful to answer the fundamental question. Previously, van de Laar et al. collected F4/80^int^CD11b^hi^Ly6C^hi^ monocytes from adult BM, F4/80^int^CD11b^hi^Ly6C^hi^ monocytes from E15.5 FL and F4/80^hi^CD11b^lo^Ly6C^lo^ macrophages from E12.5 YS, and analyzed their gene expression profiles without *ex vivo* expansion.^8^ In their microarray analysis, genes involved in antigen processing and presentation were slightly enriched in BM monocytes, genes involved in regulation of endocytosis were slightly enriched in YS macrophages, and genes involved in response to virus were enriched in both BM monocytes and YS macrophages.^8^ Such differences were not necessarily detected in our RNA-seq analysis using BM, FL, and YS lines (Figure S11). 

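The 3 gene ontology sets of Figure S11 were replaced by hand-written lists, with 35 tested genes for antigen processing and presentation, 56 for the regulation of endocytosis and 50 for the response to virus. Antigen presentation genes were higher in YS than in BM lines by a mean of 0.82 (log2) against 0.12 for the other genes (limma's camera, adjusted p = 0.018). The differences did not pass between FL and BM lines (0.49, adjusted p = 0.13) or between YS and FL lines (0.33, adjusted p = 0.18). That between FL and BM lines passed without BM line 2 (camera adjusted p = 0.0345) or FL line 2 (0.0198), but not without any other line. Genes regulating endocytosis were higher in FL lines, by 0.67 over BM lines (adjusted p = 0.00020), and lower in YS than in FL lines (-0.20, adjusted p = 0.0011). The difference of 0.46 between YS and BM lines did not pass (adjusted p = 0.19). The endocytosis score was 1.95 ± 0.06 in YS lines, 2.17 ± 0.06 in FL lines and 1.60 ± 0.08 in BM lines (SD, n = 3 each), without overlap between any 2 groups (exact permutation tests, p = 0.1 each). Antigen presentation scores were 2.54 ± 0.23, 2.24 ± 0.25 and 1.85 ± 0.25 in the same order. With the correlation between genes estimated from the data, the antigen presentation difference between YS and BM lines did not pass, while both endocytosis differences of FL lines did (adjusted p of at most 0.0427 over all alternatives).

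**Figure D4:**
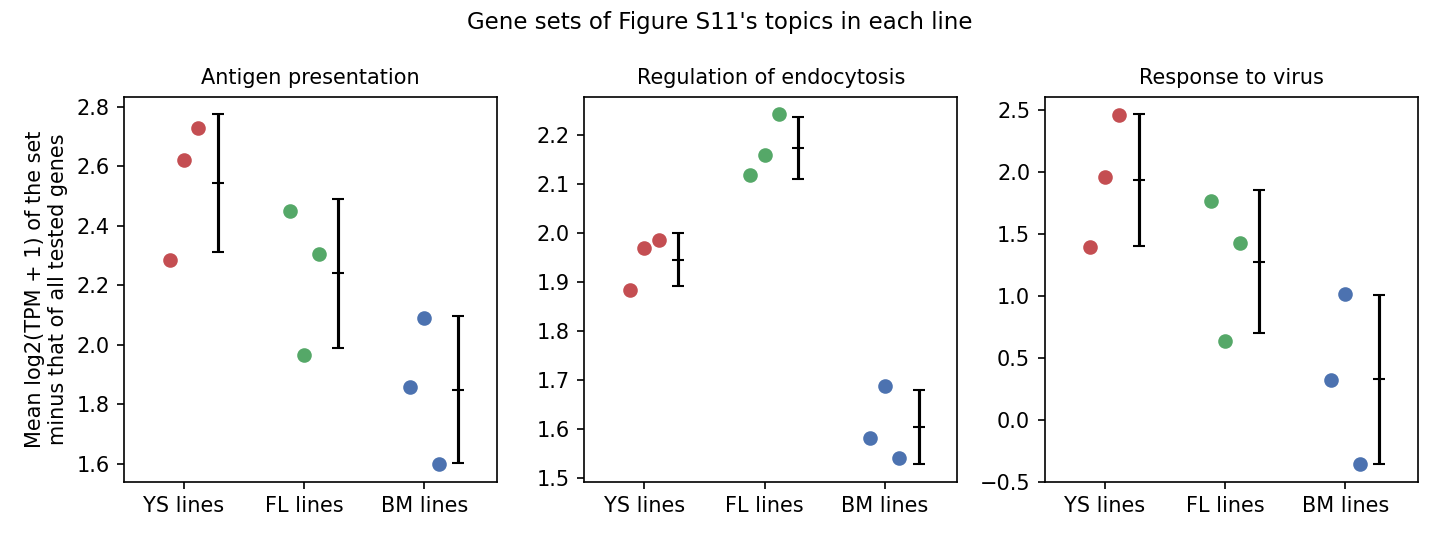
Mean log2(TPM + 1) of the antigen presentation, endocytosis regulation and virus response genes minus the mean of all tested genes (y axes, log2 units, a separate range in each panel), for the 3 YS, 3 FL and 3 BM lines; points are lines and black bars are means ± SD. FL lines are highest for endocytosis genes (2.12 to 2.24), and virus response genes spread widely within each group, in BM lines from -0.36 to 1.01.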

For example, genes involved in response to virus were not enriched in BM lines (Figure S11, bottom panels). Nevertheless, cell proliferation-associated genes were enriched in unexpanded YS macrophages/FL monocytes^8^ and expanded YS/FL lines (Figure 4D). Thus, the YS, FL, and BM lines established in the present study would be useful to clarify molecular mechanism by which macrophages derived from BM, FL, or YS have different proliferative capacity.

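The mean of the 50 virus response genes was lower in BM lines than in both other groups, but not every test of the set passed. YS lines exceeded BM lines by a mean of 1.73 (log2) against 0.12 for the other genes (limma's camera, adjusted p = 1.6e-07), with 46 of 50 genes higher and 28 called, and none called lower. FL lines exceeded BM lines by 1.05 (adjusted p = 0.0019), with 44 of 50 genes higher, 13 called higher and 1 called lower. YS lines exceeded FL lines by 0.68 (adjusted p = 4.9e-05), with 48 of 50 genes higher and 2 called. The score of the set was 1.94 ± 0.53 in YS lines, 1.28 ± 0.58 in FL lines and 0.33 ± 0.69 in BM lines (SD, n = 3 each). The groups of YS and FL lines overlapped (exact permutation test, p = 0.3), as did those of FL and BM lines (p = 0.2). The overlap of FL and BM lines came from BM line 2 (1.013) and FL line 2 (0.637). RNA or cells of YS line 2, which scored 1.958, may be mixed into the library of BM line 2 (closing section), so its score may be raised. BM lines 1 and 3, at 0.32 and -0.357, were below every FL line. With a line left out, the camera adjusted p between FL and BM lines ranged from 3.2e-06 (without BM line 2) to 0.031 (without BM line 3). In 2 of the 3 other splits that part lines of the same number, both for the FL and BM lines and for the YS and BM lines, camera gave a p as small as the real one. With fry, which tests the set in itself, only the difference between YS and BM lines passed (adjusted p = 0.023). With the correlation between genes estimated from the data, none of the differences passed. The camera adjusted p was 0.488 for YS against FL, 0.488 for YS against BM and 0.566 for FL against BM lines. The Reactome set used in place of the list was interferon alpha/beta signaling, a different and smaller set with 13 tested genes. With it, none passed either (camera adjusted p = 0.374, 0.152 and 0.204 in the same order).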

In this study, we used M-CSF as the growth factor for macrophages because it is required for macrophage development in many tissues.^15^^,^^16^ Meanwhile, GM-CSF is generally used for the culture of alveolar macrophages^32^^,^^34^ because it is critical for their functions.^35^ When we established FL lines using GM-CSF, their proliferation was comparable to that of FL lines established using M-CSF (will be published elsewhere). Thus, both cytokines can be used for the establishment of stably proliferating macrophage lines, although lines once established using M-CSF lose the efficient proliferative response to GM-CSF (Figure 6A, right panel), and vice versa (will be published elsewhere).

YS, FL, and BM lines are ready-to-use macrophages, although their differentiation status is not clearly defined. They can reduce the repeated use of mice, including pregnant mice to prepare YS or FL macrophages. They would be also useful for a wide range of research fields, including the interaction with pathogens, innate immunity, and tumor-associated macrophages, and chimeric antigen receptor (CAR) macrophages. The present study indicates that macrophages of BM, FL, and YS can proliferate *ex vivo* and do not lose their core intrinsic features even after unlimited expansion, providing new models to characterize macrophages with different developmental origins.

### Limitations of the study

BM, FL, and YS lines established in the present study using M-CSF appeared to show a weak response to GM-CSF (Figure 6A). For example, GM-CSF supported the proliferation of primary BM-derived macrophages (Figure S12A), but not of BM lines (Figure S12B). Nevertheless, GM-CSF could support the survival of BM lines, albeit weakly (Figure S12B). This weak response of BM lines to GM-CSF is presumably due to their adaptation to M-CSF during the long-term culture with M-CSF, but the precise underlying mechanism remains unexplored.

The percentage of YS line #1 in peritoneal F4/80^+^ cells was highly variable among mice when assessed 4 weeks after the transplantation (Figure 7A). The similar result was obtained even when we repeated the experiments under similar conditions (Figure S13), although the reason for the variability among transplanted mice remains unclear. In Figures 7 and S13, we used male mice as the recipients. Thus, it may be necessary to test whether the similar result is obtained when we repeat the experiment using female mice. It is also necessary to clarify why the transplanted YS lines cannot regain the expression patterns of endogenous F4/80^high^ peritoneal macrophages.

In this study, we transplanted macrophages expanded from YS into peritoneal cavity of mice. In the next study, it will be important to test the ability of YS lines to colonize brains as transcriptionally and functionally resident microglia-like cells, because microglia are well known to develop from YS progenitor cells.^4^^,^^5^

## Resource availability

### Lead contact

Requests for further information and resources should be directed to and will be fulfilled by the lead contact, Shinya Suzu ().

### Materials availability

All unique/stable reagents generated in this study are available from the lead contact with a completed materials transfer agreement.

### Data and code availability

• The RNA-seq and ATAC-seq data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus as GSE276196 and GSE276197, respectively.
• This paper does not report original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

We thank Jane Doe of the Liaison Laboratory Research Promotion Center of Kumamoto University for technical support. We also thank K. Nasu and I. Suzu for the technical and secretarial assistance, respectively. This study was supported by a grant from the 10.13039/501100001691Japan Society for the Promotion of Science (JSPS) (22K08456 to N.T.), and grants from the 10.13039/100017682Japanese Society of Hematology (to N.T. and S.S.). This work was also supported by MEXT Promotion of Development of a Joint Usage/ Research System Project: Coalition of Universities for Research Excellence Program (JPMXP1323015486).

## Author contributions

Conceptualization, S.S.; methodology, S.A.H.; software, K.E.; investigation, S.A.H., N.T., Y.M.E., R.A.A., H.O.-A., and S.U.; resources, S.O., H.T., S.M.-K., and M.O.; writing – original draft, S.A.H. and S.S.; writing – review and editing, S.A.H., N.T., Y.M.E., R.A.A., S.U., K.E., S.H., M.O., and S.S.; funding acquisition, N.T. and S.S.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-M-CSF receptor	Cell Signaling Technology	#3152; RRID: AB_2085233
Anti-pTyr809 M-CSF receptor	Cell Signaling Technology	#3154; RRID: AB_2085231
Anti-cleaved caspase-3	Cell Signaling Technology	5A1E; RRID: AB_2070042
Anti-PARP	Cell Signaling Technology	#9542; RRID: AB_2160739
Anti-β-actin	Abcam	EPR16769; RRID: AB_2737344
APC anti-CD11b	BioLegend	M1/70; RRID: AB_312794
FITC anti-CD11b	BioLegend	M1/70; RRID: AB_312788
FITC anti-F4/80	BioLegend	BM8; RRID: AB_893500
APC/Cyanine7 anti-F4/80	BioLegend	BM8; RRID: AB_893489
APC anti-M-CSF receptor	BioLegend	AFS98; RRID: AB_2085222
FITC anti-H-2	BioLegend	M1/42; RRID: AB_1236475
Pacific Blue anti-I-A/I-E	BioLegend	M5/114.15.2; RRID: AB_493528
APC anti-CCR2	BioLegend	SA203G11; RRID: AB_2810414
PerCP/Cyanine5.5 anti-TIMD4	BioLegend	RMT4-54; RRID: AB_2876458
APC anti-FOLR2	BioLegend	10/FR2; RRID: AB_2721312
PE-cyanine7 anti-LYVE1	Thermo Fisher Scientific	ALY7; RRID: AB_2802237
PE anti-TNF-α	BioLegend	MP6-XT22; RRID: AB_315428

**Chemicals, peptides, and recombinant proteins**		

Recombinant M-CSF	Morinaga Milk Industry	N/A
Recombinant IFN-γ	BioLegend	#575304
Recombinant GM-CSF	Miltenyi Biotec	#130-095-739
LPS	Alexis	E. coli 0111: B4
Staurosporine	Selleckchem	S1421
Nutlin-3	Selleckchem	S1061

**Oligonucleotides**		

PCR primers (iNOS): 5′-ACCTTGTTCAGCTACGCCTT-3′ 5′- CATTCCCAAATGTGCTTGTC-3'	Eurofins	N/A
PCR primers (M-CSF): 5′-GCCACATTGATTGGGAATGGAC-3′ 5′-TCAAAGGCAATCTGGCATGAAG-3′	TaKaRa-Bio	N/A
PCR primers (IL-34): 5′-CAGTACAAGAACCGGCT TCAGTACA-3′ 5′-CCGAAGCTCTCGCTCACTCA-3′	TaKaRa-Bio	N/A
PCR primers (GM-CSF): 5′-AAGGGCGCCTTGAACATGA-3′ 5′-AAATCCGCATAGGTGGTAACTTGTG-3′	TaKaRa-Bio	N/A
PCR primers (β-actin): 5′-CATCCGTAAAGACCTCTATGCCAAC-3′ 5′-ATGGAGCCACCGATCCACA-3′	TaKaRa-Bio	N/A

**Deposited data**		

RNA-Seq	NCBI GEO	GSE276196
ATAC-Seq	NCBI GEO	GSE276197

**Software and algorithms**		

Prism 10	GraphPad	version 10.0
ImageJ	NIH	1.52n
FlowJo	FlowJo LLC	version 10.0
iDEP (v0.96)	South Dakota State Univ.	Ge et al.^36^
RNAseqChef	Etoh and Nakao	Etoh and Nakao^37^
Limma	Ritchie et al.	Ritchie et al.^38^
rGREAT	Gu and Hübschmann	Gu and Hübschmann^39^
HOMER	Heinz et al.	Heinz et al.^40^
ComplexHeatmap	Gu et al.	Gu et al.^41^

### Experimental model and study participant details

#### Establishment of BM, FL, and YS lines

C57BL/6 mice were used to establish M-CSF-dependent FL or YS lines, as described previously for M-CSF-dependent BM lines.^17^ Total cells were collected from bone marrow (adult), fetal liver (E14.5) or yolk sac (E9.5). Yolk sac was dispersed using forceps and scissors followed by repeated pipetting, and cell suspension was prepared. To obtain an enough number of cells for the initial culture, cells pooled from two or more mice were used. Those cells were suspended into RPMI1640 media supplemented with 10% FCS and 100 ng/mL recombinant human (rh)M-CSF (complete media). When proliferated, cells were subjected to repeated detachment/reseeding. Total bone marrow cells (1x10^6^ cells/mL) or total fetal liver cells (5x10^5^ cells/mL) were initially seeded onto 10-cm non-coated polystyrene dishes (10 mL media/dish, >3 dishes), and cultured for 5-6 days. The adherent cells with approximately 80-90% confluency were detached by incubating with 2 mL 0.25% trypsin containing 1 mM EDTA (Fuji Film) for 3 min at 37°C, and combined with floating cells. Those cells were re-suspended at 3-5x10^5^ cells/mL, seeded onto 10-cm dishes, and cultured for 5-10 days. In the fourth passage (bone marrow) or third passage (fetal liver), most adherent cells ceased to proliferate and began to die. Instead, several growing colonies composed of macrophage-like cells appeared approximately two months after the initial cell seeding. When these colonies were collected and cultured for additional two months (bone marrow) or one month (fetal liver) with the detachment/reseeding every 7-10 days, their proliferation speed became relatively stable. Total yolk sac cells (2x10^5^ cells/mL) were initially seeded onto 24-well non-coated polystyrene plates (500 μL/well, >3 wells), and cultured for 7 days. The adherent cells with approximately 80-90% confluency were detached as above, and combined with floating cells. Those cells were re-suspended at approximately 1x10^5^ cells/mL, seeded onto 6-well non-coated polystyrene plates, and cultured for 5-10 days. In the third passage, the adherent cells did not necessarily cease to proliferate, but many growing colonies composed of macrophage-like cells appeared approximately one and a half months after the initial cell seeding. When these colonies were collected and cultured for additional one month with the detachment/reseeding every week, their proliferation speed became relatively stable. The bulk culture obtained from a separate dish or well was defined as an independent line. Mice used in this study were maintained under specific pathogen-free conditions at the animal research facility of Kumamoto University. Procedures and protocols for animal experiments were approved by the Institutional Animal Care and Use Committee of Kumamoto University (A2023-099, April 1, 2023).

### Method details

#### RNA-Seq

Total RNA was isolated using ISOGEN II (Nippon Gene, Tokyo, Japan). RNA libraries were prepared using Next Poly(A) mRNA Magnetic Isolation Module and Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs) and were sequenced on NextSeq 500 (Illumina) in single read mode with the read length of 75 nt. iDEP (v0.96)^36^ was used to generate normalized gene expression of raw read counts using EdgeR:log2 (CPM+c) method, determine differentially expressed genes using DESeq2,^42^ and generate *k*-means clustering. Volcano plots were visualized using RNAseqChef.^37^ Gene set enrichment analysis (GSEA)^43^ was done using the GSEA software (v4.0.3) with the default parameters. Pathways with NOM P < 0.05 were considered to be significantly enriched. The data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GSE276196).

#### ATAC-Seq

DNA samples for ATAC-Seq were prepared using ATAC-Seq Kit (Active Motif).^44^^,^^45^ Purified DNAs were sequenced on NextSeq 500 using NextSeq 500/550 High Output v2 Kit (Illumina) to obtain single end 75 nt reads. A count matrix of the coverage in each reproducible peak-called genomic locus was created from coverage data (bigwig files) and bed files. Differentially accessible regions were detected using the limma package^38^ with the following thresholds: fold change > 2 and false discovery rate < 0.1. Functional enrichment analysis was performed using the rGREAT package.^39^ Motif enrichment analysis was performed using hypergeometric optimization of motif enrichment (HOMER).^40^ The *k*-means clustering analysis was performed using the ComplexHeatmap package.^41^ The data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GSE276197).

#### Cytokines and reagents

rhM-CSF was provided by Morinaga Milk Industry (Kanagawa, Japan), and added to the culture at a final concentration of 100 ng/mL. Recombinant mouse (rm)IFN-γ and rmGM-CSF were purchased from BioLegend and Miltenyi Biotec, respectively, and added to the culture at a final concentration of 10 ng/mL. LPS of *Escherichia coli* serotype 0111:B4 was purchased from Alexis, and added to the culture at a final concentration of 10 or 100 ng/mL. Staurosporine and nutlin-3 were purchased from Selleckchem, dissolved in DMSO, and added to the culture at a final concentration of 1 μM (staurosporine) or 10 μM (nutlin-3). The same volume of DMSO was added as a vehicle control.

#### Flow cytometry

##### Cell surface

The cell surface expression of CD11b, F4/80, M-CSF receptor, MHC I (H-2), MHC II (I-A/I-E), CCR2, TIMD4, LYVE1, or FOLR2 was analyzed by flow cytometry. In brief, cells were detached using enzyme-free cell dissociation buffer (Millipore), stained with fluorescent dye-labeled antibodies, and analyzed on Cytek Northern Lights (Cytek Bioscience) using FlowJo software (FlowJo LLC). The antibodies used were as follows: FITC-labeled or allophycocyanin (APC)-labeled anti-CD11b (M1/70), FITC-labeled or APC/Cyanine7-labeled anti-F4/80 (BM8), APC-labeled anti-M-CSF receptor (AFS98), FITC-labeled anti-H-2 (M1/42), Pacific Blue-labeled anti-I-A/I-E (M5/114.15.2), APC-labeled anti-CCR2 (SA203G11), PerCP/Cyanine5.5-labeled anti-TIMD4 (RMT4-54), APC-labeled anti-FOLR2 (10/FR2) (all from BioLegend), and PE-cyanine7-labeled anti-LYVE1 (ALY7; Thermo Fisher Scientific).

##### Intracellular

Cells were stimulated with LPS or IFN-γ, and their intracellular level of TNF-α was analyzed by flow cytometry.^46^ In brief, cells were incubated with monensin during the last 4 hours of stimulation, detached, fixed, permeabilized, and stained with PE-labeled anti-TNF-α (MP6-XT22; BioLegend).

##### Phagocytosis

Phagocytic activity was also analyzed by flow cytometry as described previously.^47^ Prior to analysis, cells were incubated with fluorescent microspheres (fluoresbrite carboxylate microspheres with a 0.7 μm diameter; Polysciences) for 2 hours.

##### Apoptosis

Cells were M-CSF-depleted or treated with staurosporine or nutlin-3. Then, apoptotic cells were detected by flow cytometry,^17^ using PE Annexin V apoptosis detection kit with 7-AAD (BioLegend).

##### Cell death

In a selected experiment (Figure 6C), BM line #1 was labeled with carboxyfluorescein succinimidyl ester (CFSE) and co-cultured with YS line #1. Then, the percentage of dead BM #1 line was quantified by flow cytometry, using LIVE/DEAD Aqua (Thermo Fisher Scientific).

#### Cell count

The viable cells were enumerated by trypan blue dye exclusion method. The number of cells was also assessed using the MTT reagent. The absorbance of the wells was measured at 590 nm.

#### Western blotting

Western blotting was performed as described previously.^47^ The antibodies used were as follows: anti-M-CSF receptor (#3152; Cell Signaling Technology), anti-pTyr809 M-CSF receptor (#3154; Cell Signaling Technology), anti-cleaved caspase-3 (5A1E; Cell Signaling Technology), anti-PARP (#9542; Cell Signaling Technology), and anti-β-actin (EPR16769; Abcam). Detection was performed using HRP-labeled secondary antibodies (GE Healthcare), western blot ultra-sensitive HRP substrate (TaKaRa-Bio), and ImageQuant LAS4000 image analyzer (GE Healthcare).

#### qRT-PCR

The expression of iNOS, M-CSF, IL-34, or GM-CSF was analyzed by real-time RT-PCR as described previously.^47^ RNA was isolated, and cDNA was prepared using M-MLV RT (Invitrogen). Real-time RCR was performed using SYBR Premix Ex Taq II (TaKaRa-Bio) and LightCycler (Roche). β-actin mRNA was quantified as an internal control. The levels of mRNA expression were calculated using the ΔΔCt method. The primers used are as follows: 5′-ACCTTGTTCAGCTACGCCTT-3′ and 5'- CATTCCCAAATGTGCTTGTC-3' (iNOS), 5′-GCCACATTGATTGGGAATGGAC-3' and 5′-TCAAAGGCAATCTGGCATGAAG-3' (M-CSF), 5′-CAGTACAAGAACCGGCTTCAGTACA-3' and 5′-CCGAAGCTCTCGCTCACTCA-3' (IL-34), 5′-AAGGGCGCCTTGAACATGA-3' and 5′-AAATCCGCATAGGTGGTAACTTGTG-3' (GM-CSF), and 5′-CATCCGTAAAGACCTCTATGCCAAC-3' and 5′-ATGGAGCCACCGATCCACA-3' (β-actin).

#### Transplantation into mice

YS line #1 was engineered to express ZsGreen by the lentiviral infection system. The lentiviruses were prepared by co-transfecting pLVSIN-EF1α-IRES-ZsGreen1 vector and Lentiviral High Titer Packaging mix (both from TaKaRa-Bio) into Lenti-X-293T cells (Clontech) using TransIT-293 Transfection reagent (Mirus Bio), and concentrated using Lenti-X concentrator (Clontech). The ZsGreen-expressing YS line #1 was enriched by cell sorting using FACSAria II (BD Biosciences), and transplanted into the peritoneal cavity of C57BL/6 male mice (1x10^7^ cells/mouse). Then, peritoneal cells were collected after the lavage and analyzed by flow cytometry as described above.

### Quantification and statistical analysis

The density of bands in western blotting was quantified using the ImageJ software. Differences between multiple groups were analyzed by a one-way or two-way ANOVA with Tukey’s or Sidak’s multiple comparisons test. All statistical analyses were conducted using PRISM 10 (GraphPad). Statistical significance was set at *p* < 0.05.

# Supplementary material for: Macrophages with different origins proliferate ex vivo and do not lose their core intrinsic features
**Source:** iScience. 2025 May 12;28(6):112635. doi: 10.1016/j.isci.2025.112635
**Supplement:** Document S1. Figures S1–S13

## **Supplemental information**

**Macrophages with different origins**

**proliferate *ex vivo* and do not lose**

**their core intrinsic features**

**Sara A. Habash, Naofumi Takahashi, Youssef M. Eltalkhawy, Randa A. Abdelnaser, Hiromi Ogata-Aoki, Seiji Okada, Hitoshi Takizawa, Shingo Usuki, Kan Etoh, Shinjiro Hino, Saori Morino-Koga, Minetaro Ogawa, and Shinya Suzu**

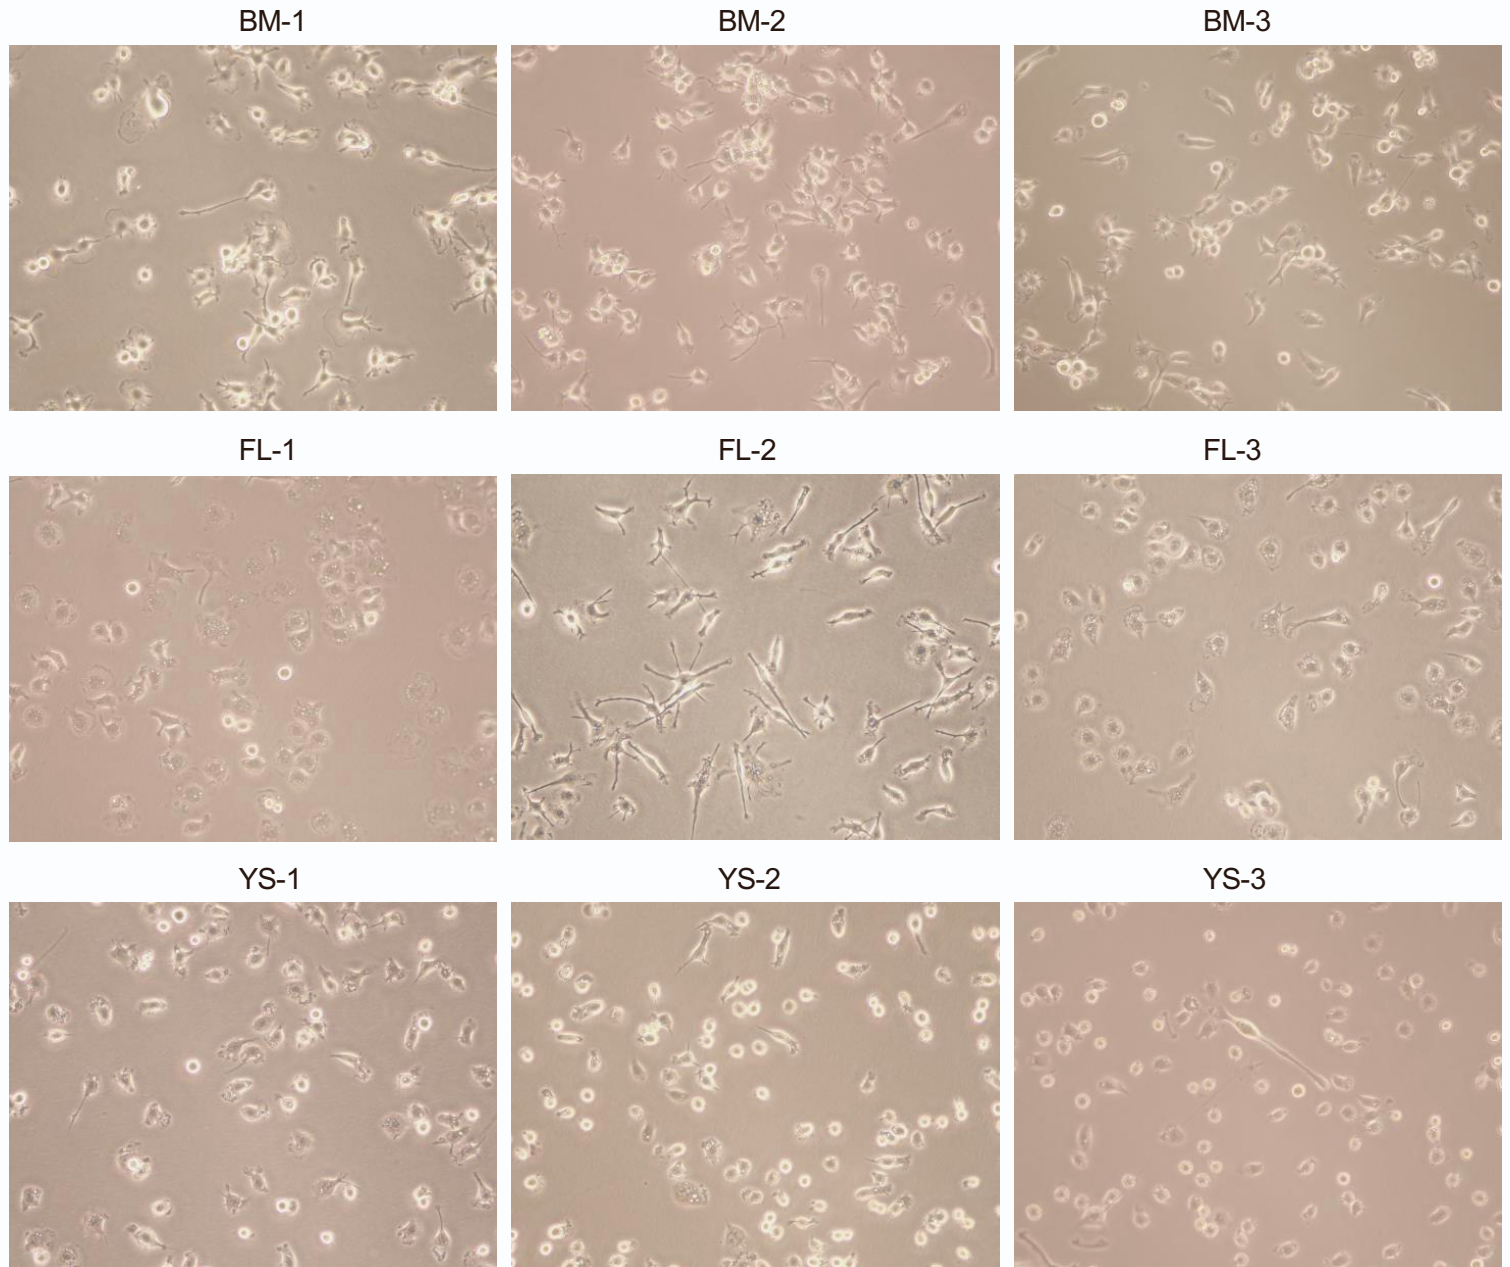

100  $\mu$ m

**Figure S1. Morphology of expanded macrophages.**  
The morphology of macrophage lines expanded from bone marrow (BM), fetal liver (FL), or yolk sac (YS) is shown (3 lines for each group). Scale bar: 100  $\mu$ m.

Figure S1

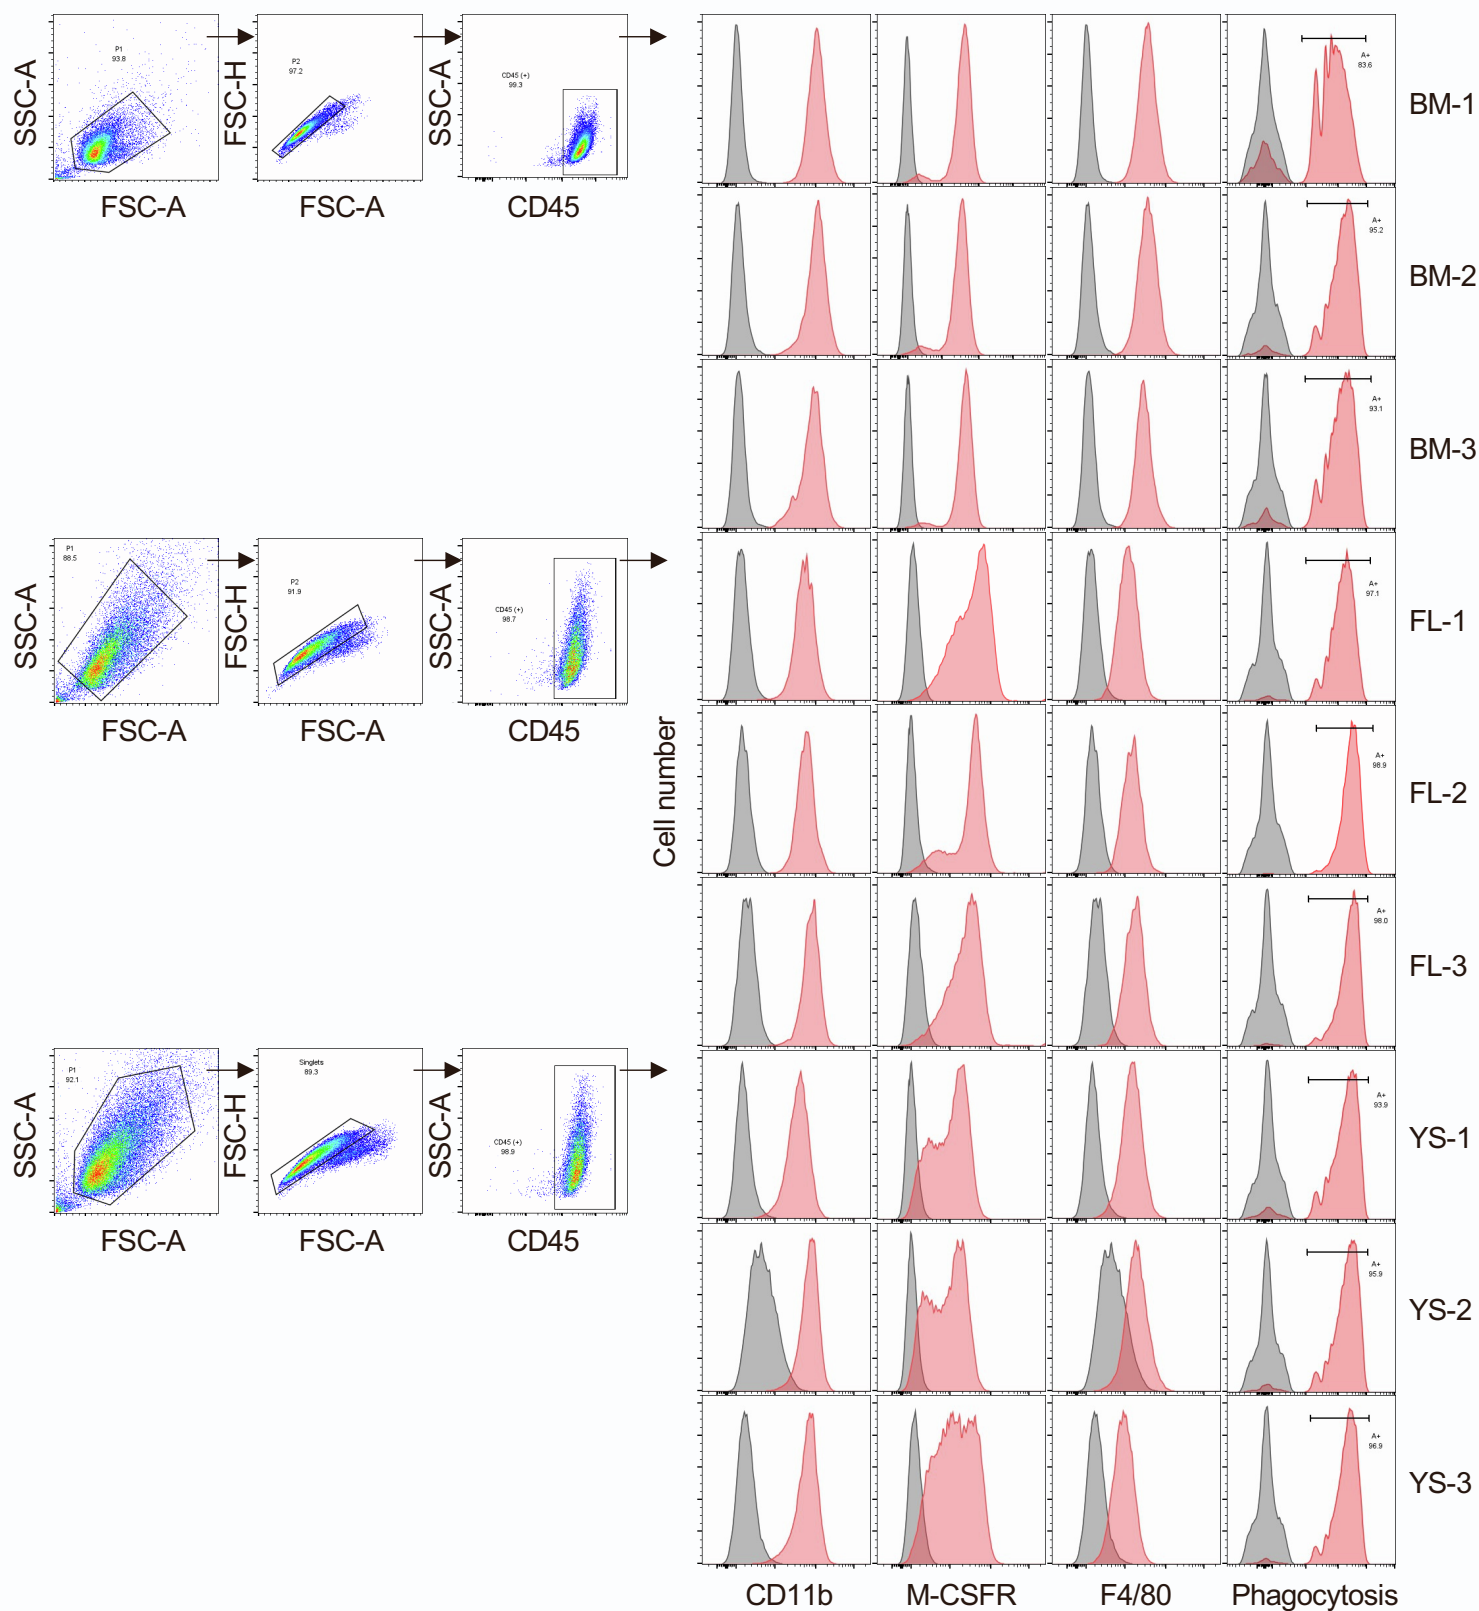

**Figure S2. The gating and histograms of Figure 1A.**

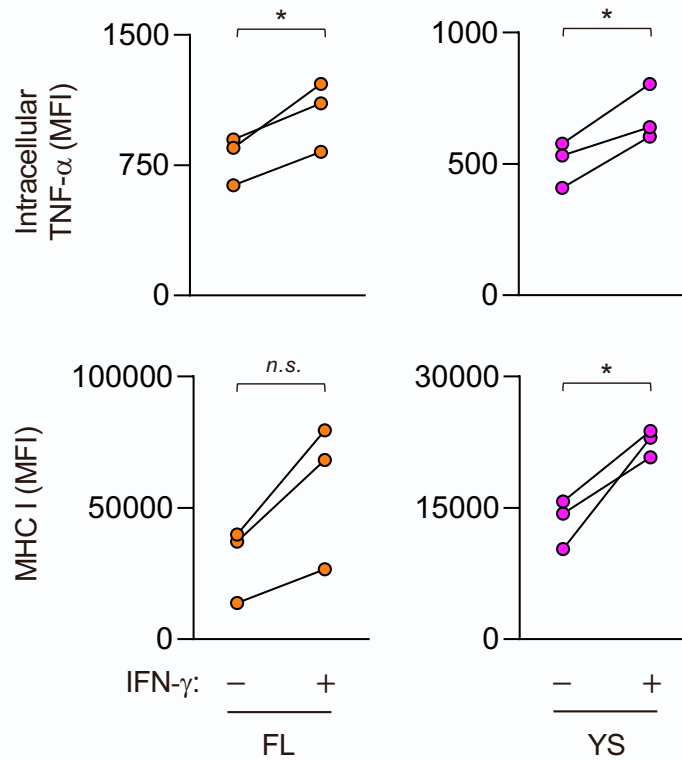

**Figure S3. Response of FL and YS lines to IFN- $\gamma$ . (Related to Figure 1D)**

FL or YS lines (n=3 for each group) were cultured in the absence or presence of 10 ng/mL IFN- $\gamma$  for 24 hours, and analyzed for the intracellular level of TNF- $\alpha$  protein or cell surface level of MHC I (H-2) by flow cytometry. The mean fluorescence intensity (MFI) is shown. *n.s.*, not significant. \* $p < 0.05$ . [Paired Student's *t*-test]

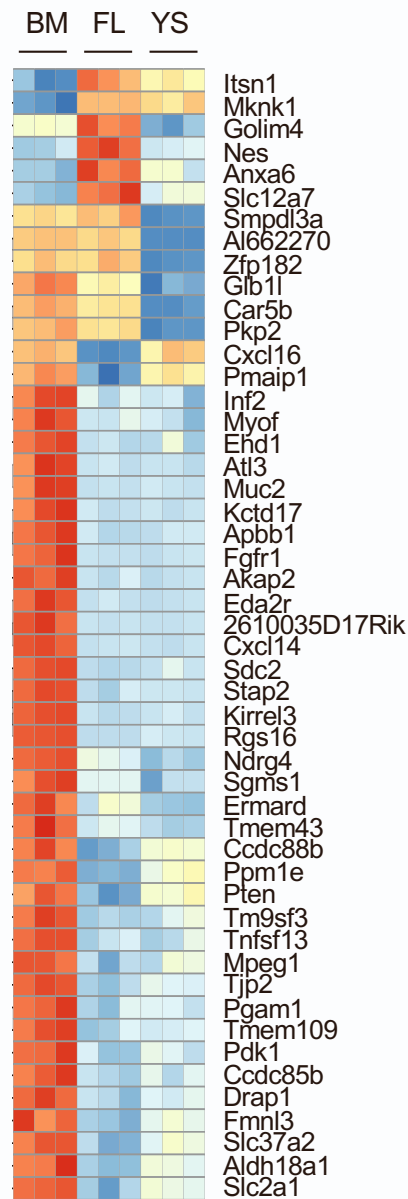

**Figure S4. Top 50 differentially expressed genes among BM, FL, and YS lines.**  
(Related to Figure 2)

BM, FL, or YS lines (n=3 for each group) were subjected to bulk RNA-Seq analysis. 

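Each of the 50 genes of Figure S4 passed the filter, and all but Tm9sf3 were differentially expressed in at least 1 comparison. Of them, 31 were called against BM lines in both YS and FL lines with the same direction, and 13 between YS and FL lines. Some were near 0 outside BM lines. Fgfr1 was 28.3 ± 10.9 TPM in BM lines against 0.02 TPM on average in YS and in FL lines (SD, n = 3 each). Eda2r was 11.7 ± 1.99 TPM in BM lines (SD, n = 3 each) and listed at 0 in all YS lines and in FL lines 1 and 3. Others changed little more than 2-fold with a small spread, such as Atl3 (64.3 ± 7.97 TPM in BM lines, 28.1 ± 1.29 TPM in YS lines and 28.2 ± 1.52 TPM in FL lines; SD, n = 3 each). By the RefSeq annotation of GRCm38.p6, 14 of the 50 genes (28.0%) lie on chromosome 19, against 3.62% of the genes tested, and all 14, Atl3 among them, were higher in BM lines. The median gene of that chromosome was 0.75 (log2) higher in BM lines than in the other lines.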

The top 50 differentially expressed genes among three groups are summarized in the heat map.

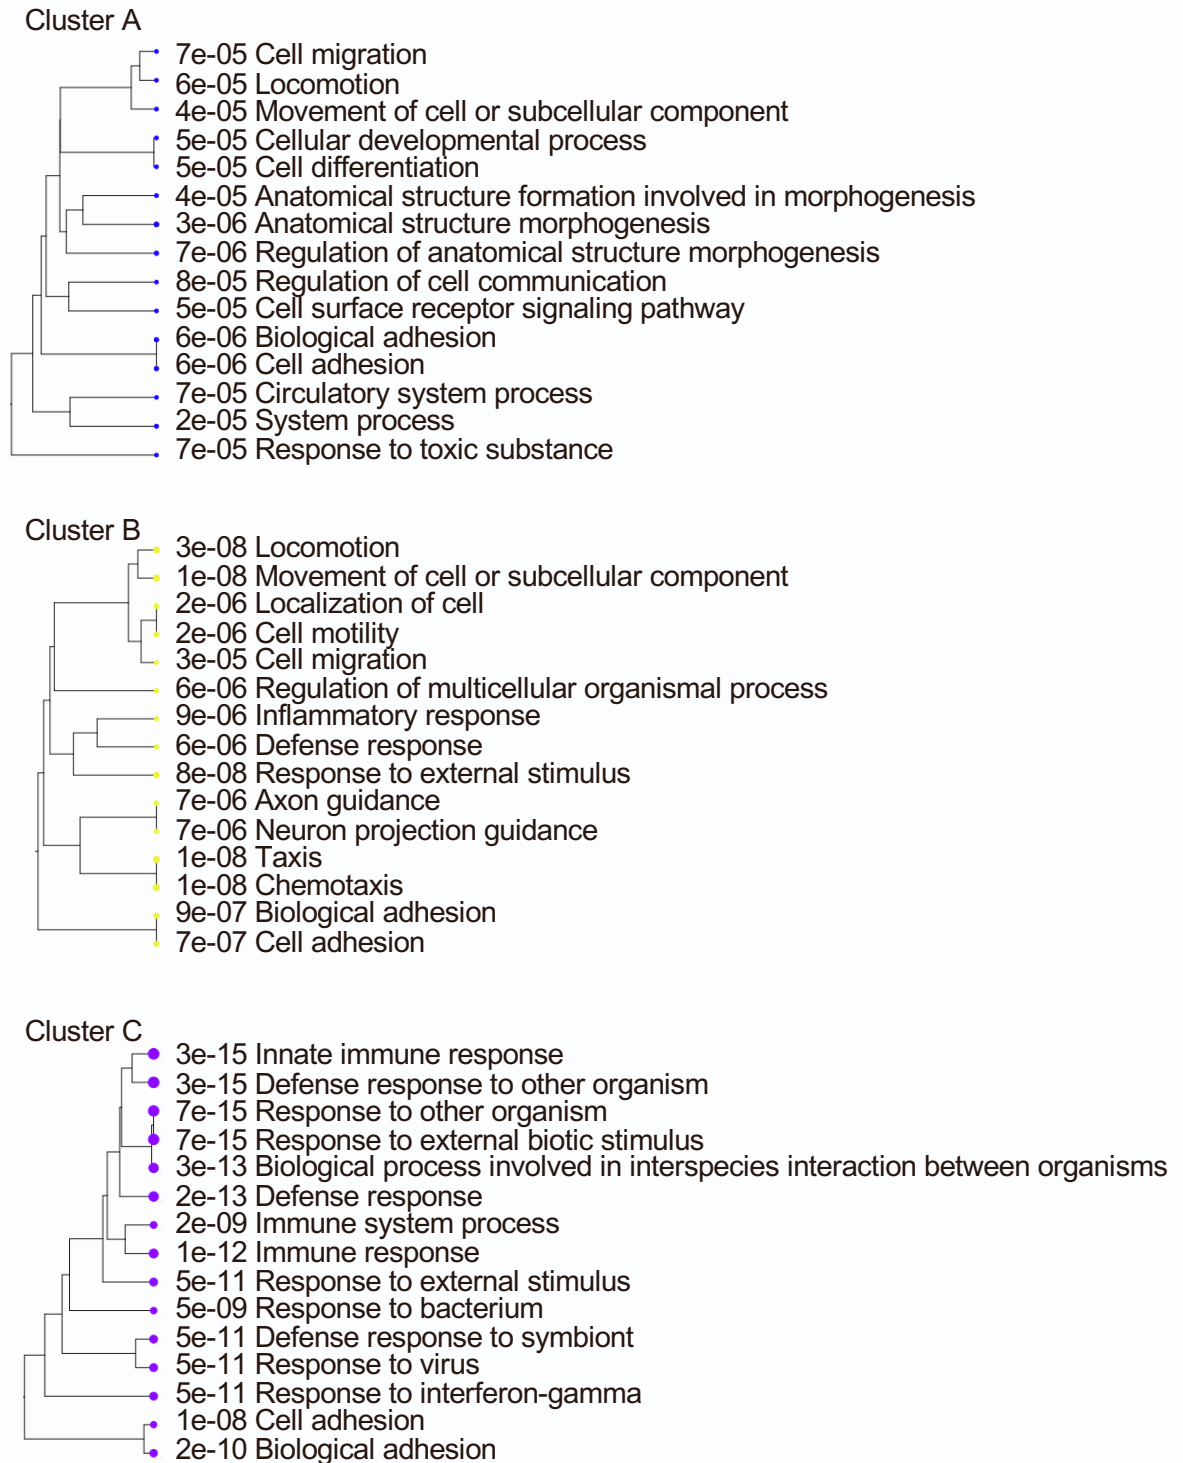

**Figure S5. The gene ontology terms for biological process in Cluster A, B or C, in Figure 2C.**

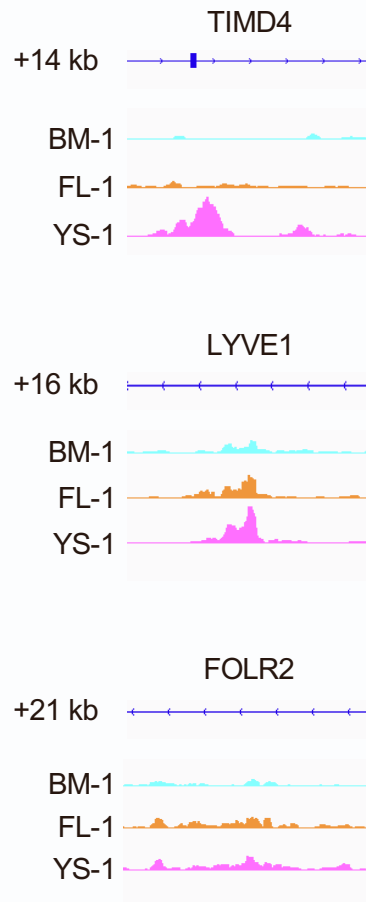

**Figure S6. Integrative genomics viewer (IGV) tracks of TIMD4, LYVE1 and FOLR2.**

**(Related to Figure 3)**

BM line #1, FL line #1, or YS line #1 was subjected to ATAC-Seq analysis. IGV tracks of TIMD4, LYVE1 and FOLR2 are shown.

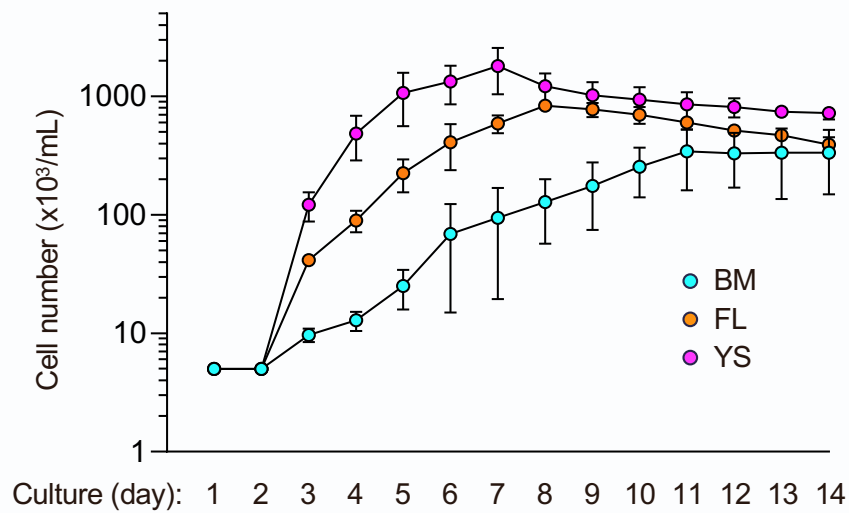

**Figure S7. Proliferation of expanded macrophages.**  
(Related to Figure 4A)

BM, FL, or YS lines (n=3 for each group) were seeded at  $5 \times 10^3$  cells/mL and cultured in the presence of 100 ng/mL M-CSF for up to day 14. The media were replaced every other day with fresh complete media containing M-CSF. The number of viable cells was counted by trypan blue dye exclusion method. Mean  $\pm$  SD is shown.

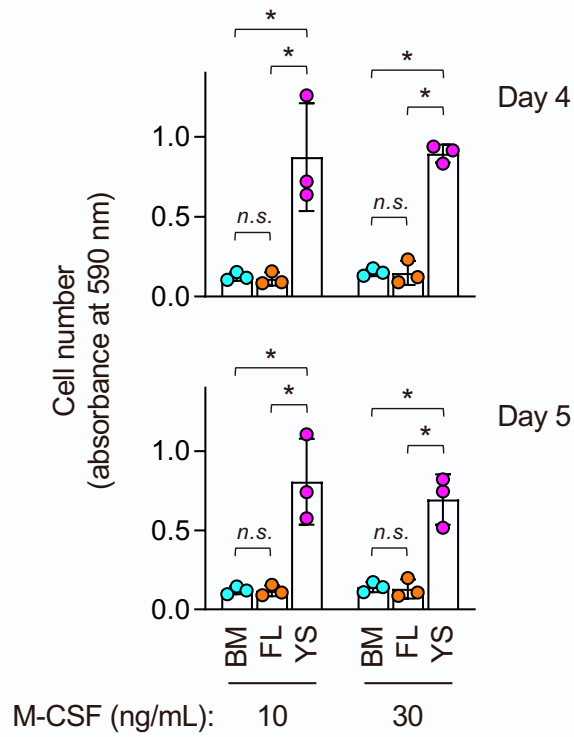

**Figure S8. Proliferation of expanded macrophages.**  
(Related to Figure 4B)

BM, FL, or YS lines (n=3 for each group) were seeded at  $1 \times 10^5$  cells/mL, and cultured for 4 or 5 days in the presence of 10 or 30 ng/mL of M-CSF. The number of cells was monitored by the MTT assay, and the absorbance of the wells measured at 590 nm was shown. Mean  $\pm$  SD is shown. *n.s.*, not significant. \* $p < 0.05$ . [Two-way ANOVA with Tukey's multiple comparisons test]

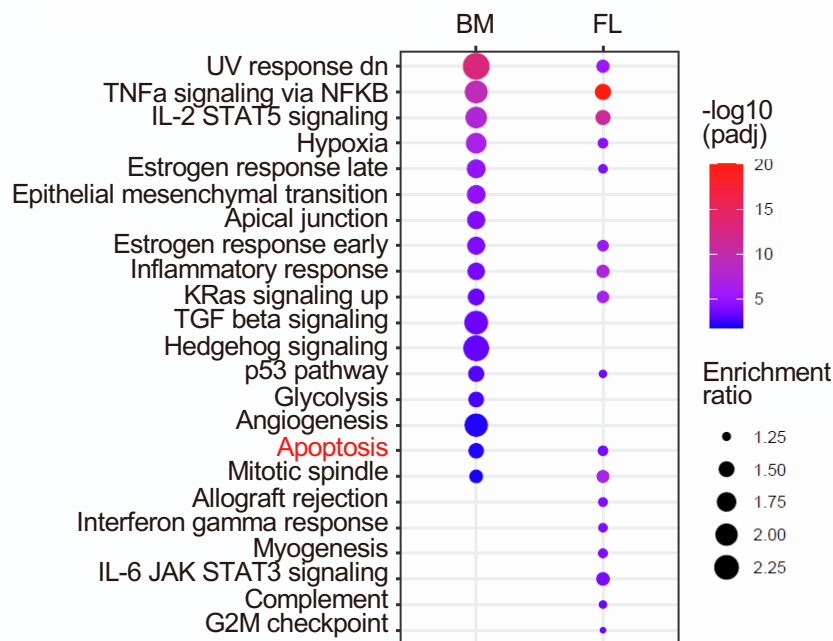

**Figure S9. The most significant pathways in open chromatin regions between BM and FL lines.**

**(Related to Figure 6F)**

BM and FL lines (n=2 for each group) were analyzed for the most significant pathways in the open chromatin regions using ATAC-Seq data. In the dot plot, the size and color represent the enrichment ratio and  $-\log_{10}(\text{adjusted } p\text{-value, padj})$ , respectively.

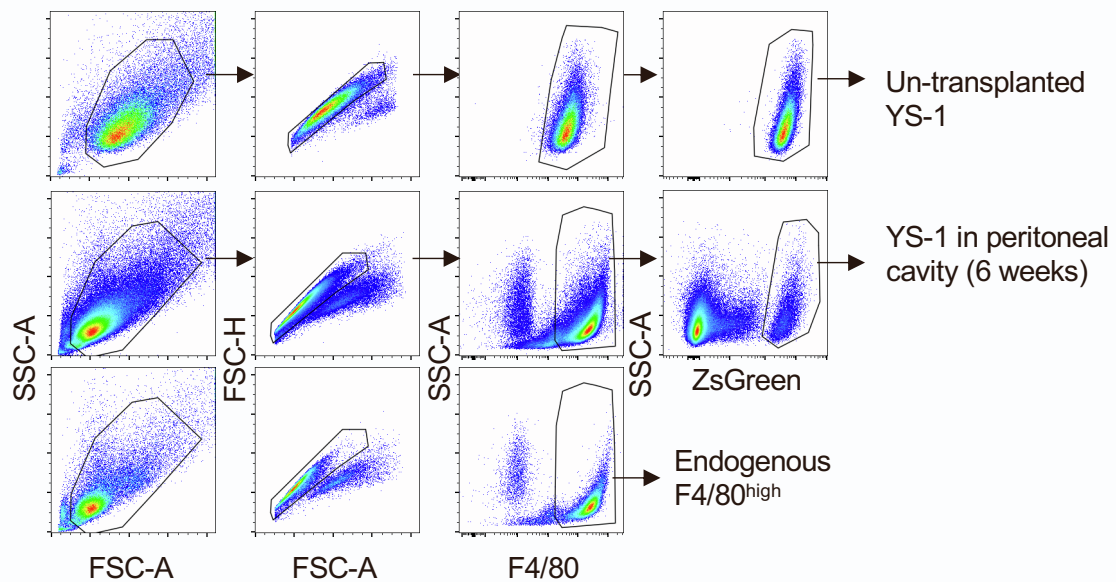

**Figure S10. The gating of Figure 7B.**

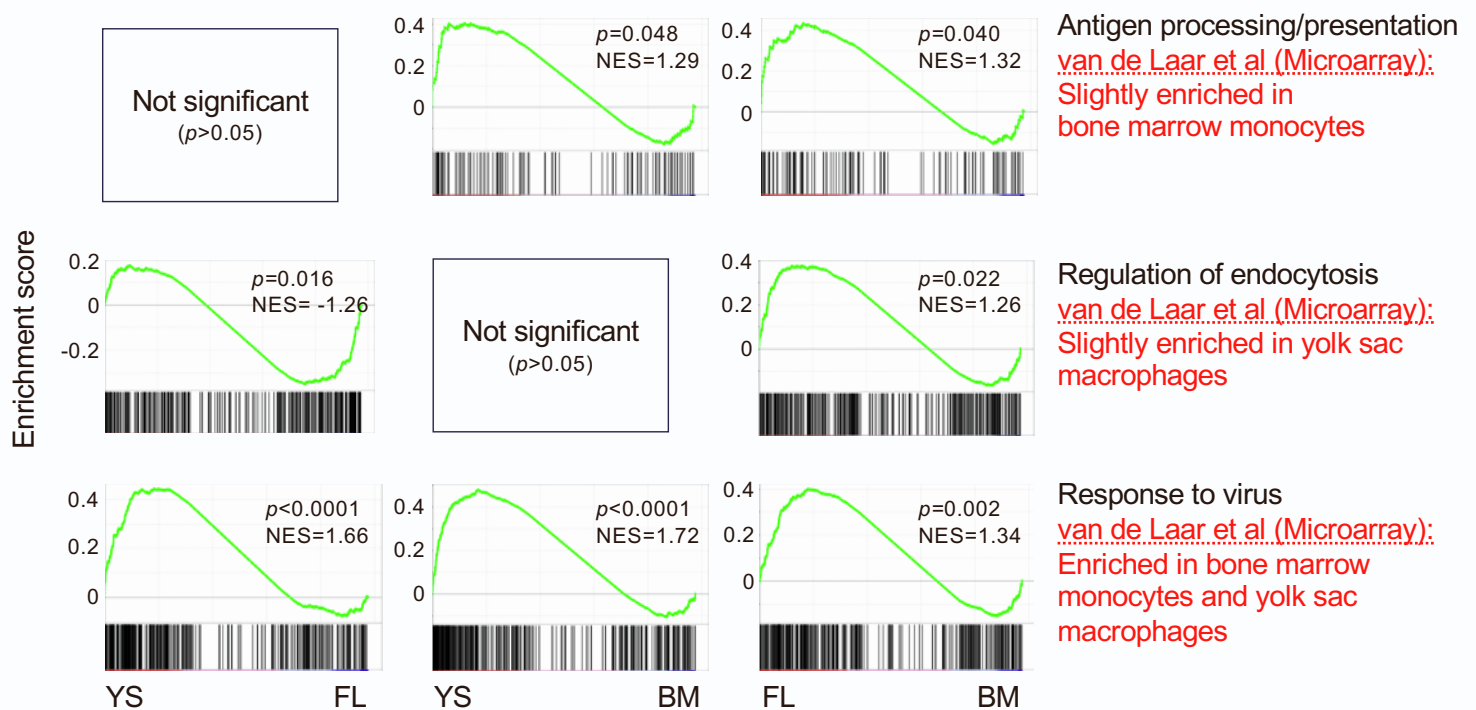

### Figure S11. Gene set enrichment analysis (GSEA) using RNA-Seq data.

Using RNA-Seq data, BM, FL, or YS lines ( $n=3$  for each group) were subjected to GSEA of the indicated gene ontology biological process (GO:BP) gene sets, which were identified as differentially enriched gene sets among unexpanded bone marrow monocytes, fetal liver monocytes and yolk sac macrophages by microarray (van de Laar et al.<sup>8</sup>). 

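GSEA ranks all genes by their change between 2 groups and asks whether the genes of a set gather at one end of the ranking. The normalized enrichment score (NES) is above 0 when they gather at the end of the first group. The same kind of test was run with fgsea on the moderated t of limma, for the hand-written sets in place of the gene ontology sets. For antigen presentation the NES was 1.37 for YS against FL lines (adjusted p = 0.0855), 1.51 for YS against BM lines (adjusted p = 0.034) and 1.48 for FL against BM lines (adjusted p = 0.040). For the regulation of endocytosis it was -1.96, 1.78 and 2.12 in the same order (adjusted p = 0.0011, 0.0017 and 3.8e-06). For the response to virus it was 2.22, 2.33 and 1.66 (adjusted p = 6.2e-06, 1.7e-07 and 0.0066). The ranking is by genes, so these p-values do not count the lines as replicates.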

The normalized enrichment score (NES) and  $p$  value are summarized. YS versus FL, YS versus BM, and FL versus BM are shown in left, middle, and right panels, respectively.

Figure S11

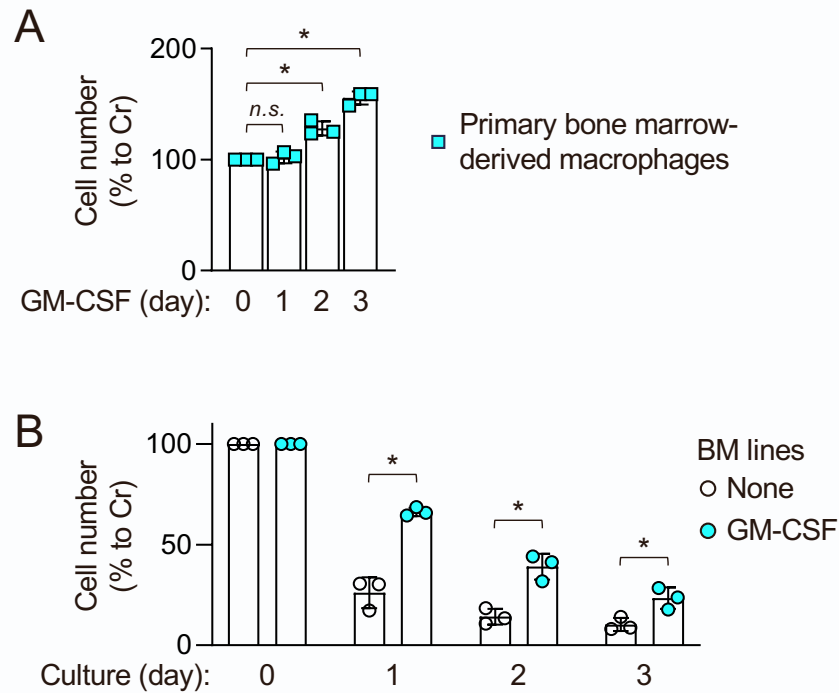

**Figure S12. Effect of GM-CSF on proliferation/survival of primary bone marrow-derived macrophages and BM lines.**

**(Related to Figure 6A)**

**(A)** The primary bone marrow-derived macrophages prepared using M-CSF were cultured in the presence of GM-CSF for 1, 2 or 3 days, and analyzed for their proliferation by the MTT assay. The proliferation level shown is the percentage to that of seeded cells (day 0). Mean  $\pm$  SD is shown. *n.s.*, not significant.  $*p < 0.05$ . [One-way ANOVA with Dunnett's multiple comparisons test]

**(B)** BM lines ( $n=3$ ) were seeded in the presence or absence of GM-CSF, cultured for 1, 2 or 3 days, and analyzed for their survival by the MTT assay. Mean  $\pm$  SD is shown. The survival level shown is the percentage to that of seeded cells (day 0).  $*p < 0.05$ . [Two-way ANOVA with Sidak's multiple comparisons test]

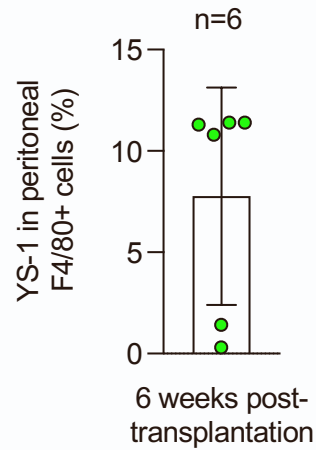

**Figure S13. The percentage of YS #1 in peritoneal F4/80-positive macrophages.**

**(Related to Figure 7A)**

ZsGreen-expressing YS line #1 was transplanted into the peritoneal cavity of 5 or 6-week-old male mice. Six weeks after the transplantation, the percentage of the ZsGreen-expressing YS line #1 in the peritoneal F4/80-positive macrophages was assessed by flow cytometry. Mean  $\pm$  SD is shown.

How the deposited data were processed for this re-analysis (not part of the article)

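Bulk RNA-seq libraries of 3 YS lines, 3 FL lines and 3 BM lines of mouse macrophages, kept in 100 ng/mL M-CSF, were analysed. The authors prepared poly(A)-selected, stranded libraries, sequenced them as single reads of 75 nt, and deposited one table of TPM for 24411 gene symbols, given to 2 decimals, in which each library has the same sum. The aligner, quantifier, genome build and annotation behind the deposited TPM are not named in the paper's text, and the raw read counts that the paper's own analysis used (iDEP, with DESeq2 for differential expression) were not used here. TPM carries no depth, so no counting error or detection floor is given, and the spread among the 3 lines of a group is the only measure of precision. Lines are separate dishes or wells that may share a pool of founder mice, so this spread need not be that among animals. A gene listed at 0 is reported as listed at 0. Symbols were matched to the RefSeq gene table of GRCm38.p6 for chromosome membership and neighbours (24290 of 24411 symbols, 11709 of the 11753 tested), and no coordinates are given. The tests of chromosome 19 also used the position of its genes along the chromosome. For GC content and gene length, they used transcripts of GENCODE M21.

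Lines were assigned to groups and numbers from the sample labels, which name the same 9 lines as the table's columns. Group sizes equal the paper's 3 lines per group. From the TPM, log2(TPM + 1) was computed, genes with at least 1 TPM in at least 3 of 9 libraries were kept, and differential expression was tested with limma 3.58.1 in R 4.3.3 (linear model over all 9 libraries, empirical Bayes with an intensity trend, Benjamini-Hochberg adjustment within each comparison; called at a false discovery rate under 0.1 and more than 2-fold). Adjusted p-values of single genes are from this limma test. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over 17 tests of 7 sets, with 0.05 as the threshold. The S phase and G2/M lists came from Seurat 5.3.0, and the other lists were written by hand, since the Hallmark and gene ontology sets of the paper were not used here. Set scores and single genes were compared with exact two-sided permutation tests, whose smallest p for 3 lines against 3 is 0.1. The closeness of groups was tested by an exact one-sided permutation test over 1680 assignments of the 9 lines. Clusters came from k-means (4 clusters, 2000 genes, 50 starts), and their share of developmental gene families from Fisher's exact test.

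Genes named in the text follow a rule fixed before the data were examined: all genes of Figures 1B, 2D and S4, the genes of proteins the paper discusses, a short list of sex-linked genes, cell cycle regulators and transcription factors, and the 5 genes with the largest rise and the 5 with the largest fall in each comparison among called genes whose groups do not overlap. Genes named outside this rule (p53 target genes, the neighbours of Cdkn1a, the developmental family genes, the examples of transcripts shared by YS line 2 and BM line 2, and the exceptions Fn1 and Mir762) were chosen after their values were seen. The differential expression test was tested on simulated data with the gene means and spreads of the 11753 genes, of which 200 were changed 4-fold: it called 92.0% of them, 7.07% of its calls were unchanged genes, and it made 1 call between groups without a change. The 200 had a mean log2(TPM + 1) of at least 3 and were changed in YS lines only. Each gene had the same simulated spread in all groups. The real groups differed, with a mean correlation distance between lines of 0.0618 within YS, 0.0444 within FL and 0.0202 within BM lines. The simulation therefore does not give the share of false calls in the real comparisons. Camera, the closeness test and the cluster test were tested on simulated data too. Alternatives changed the pseudocount (0.1 or 4), the filter (none, or 5 TPM), the scaling (quantile normalization or median-of-ratios), the variance trend, the libraries in the fit, the thresholds, the gene set test (camera with an estimated correlation, fgsea 1.28.0, fry), the gene sets (Reactome sets of the fgsea package), the clustering, and the lines, each left out in turn; the closing section gives their effect. The lines share numbers 1 to 3 across groups in the labels, with no statement that they are pairs, so the replicate number was used as a block only as an alternative. The ATAC-seq, flow cytometry, qRT-PCR and functional assays of the paper were not analysed here.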

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

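The test of X-linked genes and the test of the genes of Figure S4 were chosen only after the results they bear on were seen; the other tests were written down before their results were seen. Each pattern was noticed and tested on the same data, so its reading is a hypothesis.

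BM line 2 differed from BM lines 1 and 3 in carrying transcripts that these lack. Of the 45 genes under 0.5 TPM in BM lines 1 and 3 and at 20 TPM or more in YS line 2, 43 reached 0.5 TPM in BM line 2, at a median of 14.1% of their TPM in YS line 2. Across these genes, which are not independent replicates, the correlation of BM line 2 was 0.836 with YS line 2 and at most 0.614 with any other YS or FL line, and no line other than BM line 2 had a median above 0.409% in the same search. Pxdn, chosen after its values were seen, was listed at 0 in all lines except YS line 2 (21.98 TPM) and BM line 2 (5.10 TPM). One candidate explanation is RNA or cells of YS line 2 mixed into the library of BM line 2. It predicts that genes of BM lines 1 and 3 that are near 0 in YS line 2 fall in BM line 2 by the mixed-in share, to 85.9%; over 18 such genes the median ratio to the mean of these lines was 0.826, with 0.775 to BM line 1 and 0.860 to BM line 3, while that of BM line 1 to BM line 3 was 1.02. Picking genes for high values in 2 lines could lower the ratio of the line held out, but the same pick gave 1.10 for BM line 1 (17 genes) and 1.06 for BM line 3 (16 genes). The means these were compared with include BM line 2, so a low BM line 2 raises both, and they are not independent of the 0.826. Mixing also predicts that genes of other YS or FL lines that YS line 2 lacks stay near 0 in BM line 2, and 17 of 19 did, with the exceptions of Fn1 (0.61 TPM) and Mir762 (112.7 TPM). An exchanged label is set aside, since BM line 2 correlated with BM line 1 at 0.979 over all tested genes. The values do not tell mixed RNA from mixed cells or from reads assigned to the wrong library. The design gives no condition in which BM line 2 differs from the other BM lines, so no biological explanation was tested. When BM line 2 was left out and the same 11753 genes were tested, the median absolute log2 fold change of the called genes rose from 1.64 to 1.76 between YS and BM lines and from 1.62 to 1.73 between FL and BM lines, and 1353 of 1504 and 1073 of 1211 genes were called again.

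Genes of chromosome 19 were higher in the 3 BM lines than in the YS and FL lines, a difference between groups that the paper does not report. The median log2 difference of the 426 tested genes was 0.75, and that of no other chromosome was above 0.318. Against the median of the 9 lines, the shift was 0.54, 0.42 and 0.56 in BM lines 1 to 3. It was between -0.03 and 0.00 in YS lines and between -0.23 and -0.19 in FL lines. By a separate measure, the median over genes of the difference between groups, BM lines were above YS lines by 0.64 and above FL lines by 0.89. Only 1 of the 84 ways to pick 3 of the 9 lines, the BM lines themselves, gave any chromosome a difference as large, and the next largest was 0.53. GC content and gene length were set aside as explanations: relative to 5 genes of other autosomes matched for both, the difference was 0.77 (423 of the 426 genes had values). So were a single segment and a few genes, since the chromosome's parts along its length had medians of 0.82, 0.72 and 0.70 and 87.8% of its genes were higher in BM lines. A gain of the whole chromosome in BM lines may explain the pattern: the smallest shift in a BM line, 0.42, was past the limit set for this test, and 3 copies against 2 would give 0.58. The excess over FL lines is larger than that, and FL lines lay below YS lines by 0.20, which a single gain in BM lines leaves open. RNA cannot show copy number, and a regulation of many genes of one chromosome was not tested.

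The shift bears on genes called different between the groups. Of the 306 genes higher in BM lines than in both YS and FL lines, 60 (19.6%) lie on chromosome 19, against 3.62% of the tested genes, an odds ratio of 7.38 (95% confidence interval 5.37 to 10.0; two-sided Fisher's exact test, p = 7.7e-28). Of the 427 genes lower in BM lines, 7 do (odds ratio 0.434). Of the 50 genes of Figure S4, 14 do, with an odds ratio of 10.7 (95% confidence interval 5.26 to 20.4; two-sided Fisher's exact test, p = 1.6e-09). Such an excess follows from the shift itself, so these values describe its extent in the lists and are no separate evidence for it. With chromosome 19 genes left out, an alternative chosen after seeing the data, 1405, 1072 and 425 genes were called, all of them also called with chromosome 19. This only counts the genes of other chromosomes, and effects of a gain of the chromosome on those genes cannot be told apart from the differences between groups.

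Sex-linked transcripts divided the FL lines, which the paper does not discuss. Ddx3y was 47.70 TPM in FL line 1, with Eif2s3y at 66.37 TPM, Kdm5d at 13.75 TPM and Uty at 15.13 TPM, and each of the 4 was listed at 0 or was at most 0.03 TPM in the other lines. Xist was 302.7 TPM in FL line 2 and 176.17 TPM in FL line 3, and at most 0.08 TPM in every other line. YS and BM lines thus had neither kind of transcript, and their sex cannot be read from these genes. Different sex of the founder cells was examined as an explanation of the differences between groups: the number of called genes over all chromosomes was at most 1.05 times the number over autosomes. This was within the limit of 1.5 times set before. With 371 tested genes on X or Y, that limit could not be passed in either comparison with BM lines, even if all were called. The limit therefore decides nothing for those comparisons. The test covers only genes on X and Y. Effects of sex on autosomal genes cannot be told apart from the differences between groups. Whether YS and BM lines carry 2 active X chromosomes without Xist was tested over 275 X-linked genes against FL line 1; the highest median log2 difference was 0.12, in BM line 2, which goes against it, and YS line 1 was lower by contrast, at -0.63. One X chromosome with a lost or silent Y chromosome remains possible, and no biological condition of the design was tested for it.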

How the results depend on the processing

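The alternatives were set before the data were examined, except for the fits without chromosome 19 genes, which were chosen after seeing the data. Over 27 results, 483 alternatives were computed, 237 of which left out one line: 414 kept the direction and the side of the threshold (or, for a count, stayed within 1.5 times), 36 lost the threshold, 14 passed it where the reported test did not, 4 changed direction and 15 counts moved. Where a value changed, the cause was not tested. There was no Reactome set for the Myc targets or for the regulation of endocytosis, so that alternative was not run for them.

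The number of differentially expressed genes was largest between YS and BM lines and smallest between YS and FL lines in all alternatives. Without a fold threshold, 4455 genes passed between YS and BM lines, 3247 between FL and BM lines and 1500 between YS and FL lines. With a threshold, the number between YS and BM lines ranged from 1031 (pseudocount of 4) to 1657 (pseudocount of 0.1), with 1113 genes without BM line 1 and 1085 without BM line 3. The number between FL and BM lines ranged from 843 (pseudocount of 4) to 1336 (pseudocount of 0.1), with 901 and 845 without BM lines 1 and 3. The number between YS and FL lines moved by more than 1.5 times in several alternatives: 280 genes with a pseudocount of 4, 81 with only the 6 libraries of the 2 groups, 234 at a false discovery rate under 0.05, and from 175 to 549 across the 9 fits that each left out one line. The 81 genes were all among the 446. The secreted factors called between YS and FL lines numbered 2 with only the 2 groups and from 3 to 10 with a line left out. Without chromosome 19 genes the numbers were 1405, 1072 and 425. Quantile normalization moved the median log2 fold change of all genes between YS and BM lines from 0.11 to -0.01, and the share of called genes higher in YS lines from 59.2% to 48.7% (724 higher and 763 lower); with median-of-ratios scaling it was 50.8%. Between FL and BM lines, 592 genes were higher and 593 lower in FL lines after quantile normalization, and 623 and 583 after median-of-ratios scaling. The excess of genes higher than in BM lines was thus lost with quantile normalization and smaller with median-of-ratios scaling. These scalings put the median log2 fold change between YS and BM lines at -0.01 and 0.002, which by itself evens the balance. They therefore cannot decide whether the excess comes from expression or from scaling.

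Csf1 kept its direction in all alternatives, but not its call, which it lost in 3 of 18 alternatives between YS and BM lines and in 11 of 18 between YS and FL lines. With a pseudocount of 0.1, the log2 fold change was 2.602 between YS and BM lines (adjusted p = 0.131; 0.0144 to 0.156 over all alternatives) and 3.37 between YS and FL lines (adjusted p = 0.125; 0.0477 to 0.185 over all alternatives). Between YS and FL lines, the fold change of 2.515 also lost the threshold without a filter on low values (adjusted p = 0.12) and with only the 2 groups (adjusted p = 0.185). Across the 9 fits that each left out one line it was 1.73 to 2.51 between YS and BM lines and 1.70 to 3.06 between YS and FL lines. The call was lost without YS line 3 or BM line 1 between YS and BM lines, and without any line but YS line 1 or FL line 1 between YS and FL lines (adjusted p from 0.0606 to 0.165 over the 9 fits).

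The replicate number as a block gave 1503, 1191 and 409 called genes, and an adjusted p of 0.101 at the same fold change of 2.515 for Csf1 between YS and FL lines. The lines of one number are different lines, and once group means were removed, their profiles correlated at 0.031 (YS and FL), 0.008 (YS and BM) and -0.045 (FL and BM). These are means over the 3 numbers: for YS and BM lines the values were 0.041, 0.088 and -0.105 for numbers 1 to 3, so a signal shared within one number is not excluded.

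For the gene sets, values are adjusted p. With the correlation between genes estimated from the data, camera did not pass for S phase (0.415 for YS against FL lines and 0.488 for YS against BM lines), G2/M (0.488, YS against FL), Myc targets (0.459 against FL and 0.566 against BM), apoptosis (0.0848, BM against FL), antigen presentation (0.488, YS against BM) and virus response (0.488 for YS against FL, 0.488 for YS against BM and 0.566 for FL against BM). With fgsea, apoptosis for BM against YS lines (0.0315), antigen presentation for FL against BM lines (0.0397) and endocytosis for YS against BM lines (0.00167) passed as well. With fry, G2/M for YS against FL lines (0.0937), Myc targets for YS against BM lines (0.0640) and virus response for YS against FL (0.172) and FL against BM lines (0.143) did not pass, while apoptosis for BM against YS lines (0.0162) and endocytosis for YS against BM lines (0.000681) did. With Reactome sets, G2/M for YS against FL lines (0.301), apoptosis for BM against FL lines (0.212), antigen presentation for YS against BM lines (0.152) and virus response in all 3 comparisons (0.374 for YS against FL, 0.152 for YS against BM and 0.204 for FL against BM) did not pass. The Reactome sets for G2/M and apoptosis were mitotic G2 and G2/M phases (99 tested genes) and the intrinsic pathway for apoptosis (32). Those for antigen presentation and virus response were class I MHC antigen processing and presentation (94) and interferon alpha/beta signaling (13). They are different sets and no repeat of the lists. After quantile normalization, antigen presentation for FL against BM lines passed (0.0240).

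Over all alternatives, the adjusted p ranged from 1.6e-08 to 0.415 (YS against FL) and 6.3e-05 to 0.488 (YS against BM) for S phase, from 9.2e-11 to 0.488 (YS against FL) for G2/M, and from 1.2e-11 to 0.459 (YS against FL) and 0.00017 to 0.566 (YS against BM) for Myc targets. It ranged from 0.00145 to 0.488 (YS against BM) and 0.0198 to 0.603 (FL against BM) for antigen presentation, and from 2.3e-07 to 0.488 (YS against FL), 1.6e-10 to 0.488 (YS against BM) and 3.2e-06 to 0.566 (FL against BM) for virus response. That of apoptosis ranged from 0.0162 to 0.326 for BM against YS lines and from 0.000681 to 0.212 for BM against FL lines, and that of endocytosis for YS against BM lines from 0.000681 to 0.433. With a line left out, antigen presentation ranged from 0.0168 to 0.573 (YS against FL), 0.00496 to 0.0825 (YS against BM) and 0.0198 to 0.407 (FL against BM). G2/M for YS against BM lines never passed (0.326 to 0.983 with a line left out); its direction relative to the other genes reversed without YS line 2 (0.646), FL line 1 (0.983) or BM line 1 (0.903). Fry, which makes no comparison with the other genes, placed the set higher in YS lines (0.684).

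FL and YS profiles were closer to each other than to BM profiles in all alternatives. In the exact test, assignments that only mix YS with FL lines can exceed the real difference, so a high p does not count against the closeness. The one-sided exact p ranged from 0.0179 to 0.193. It passed 0.05 with a pseudocount of 0.1 (difference 0.0276, exact p = 0.0393), with Spearman correlation (0.0191, exact p = 0.0464) and with the 2000 most variable genes (0.0948, exact p = 0.0202); with a line left out the difference ranged from 0.00843 to 0.0360, and it passed without YS line 1 (exact p = 0.0179) or FL line 2 (exact p = 0.0393). It was smallest without a filter on low values (0.00680, exact p = 0.102), and without chromosome 19 genes it was 0.0173 (exact p = 0.0667). Developmental genes were enriched in the YS cluster in all alternatives, with odds ratios from 2.95 to 7.82. TPM has no depth, so the counting error of genes with low TPM is unknown, which limits the calls that rest on values near the filter.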

Differences from the paper's values

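The tests of Plcb2 and Xist without the filter on low values were chosen only after it was seen that both genes fail it; no other test in this part was chosen after its result was seen. The paper reports 864 differentially expressed genes between YS and FL lines, 507 higher and 357 lower; from TPM with limma the numbers were 446, 229 and 217. For the total, none of the 21 alternatives set before the data were examined came within 1.5 times of the paper's value (81 to 1500 genes). For the genes higher in YS lines, the fit without a fold threshold did, with 729 genes, and the other 20 did not. For the genes lower in YS lines, the fits without YS line 2 (348 genes), without YS line 3 (266) and without FL line 1 (256) did, and the other 18 did not.

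Figure 2D names Plcb2 as higher in YS than in BM lines and Xist as higher in FL than in BM lines; neither gene reached 1 TPM in 3 libraries (Plcb2 at 38.41, 5.92 and 0.14 TPM in YS lines, Xist at 0.01, 302.67 and 176.17 TPM in FL lines), so neither was tested. Without the filter, the log2 fold change was 2.75 for Plcb2 (limma adjusted p = 0.117) and 5.201 for Xist (limma adjusted p = 0.124), and neither was called. Figure S4 includes Tm9sf3 among the top differentially expressed genes; its log2 fold change was -0.72 between YS and BM lines and -0.90 between FL and BM lines, under the 2-fold threshold but past the false discovery rate (limma adjusted p = 0.0021 and 0.00075), so of the alternatives only the fit without a fold threshold calls it. With median-of-ratios scaling, Tm9sf3 came nearest to the threshold between FL and BM lines, at a log2 fold change of -0.998. Figure 4D shows G2/M checkpoint genes enriched in YS lines; the G2/M list used here, a different set, was not higher in YS than in BM lines relative to the other genes (camera adjusted p = 0.843), and no alternative passed (0.326 to 0.990). Figure 6G shows genes of the intrinsic apoptotic signaling pathway enriched in BM lines; for a different list, the difference from YS lines did not pass with camera (adjusted p = 0.111; 0.0162 to 0.326 over all alternatives) but did with fgsea (0.0315) and fry (0.0162).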

Other observations

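The test of p53 target genes was chosen only after the values of Cdkn1a were seen; the splits of the lines and the test of the neighbours of Cdkn1a were set out earlier.

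The 6 lines of each comparison can be split in 10 ways, and 4 of these, the real one included, part all lines of the same number; the other 6 part 1 such pair and keep the others together. With 4 splits, or 10, no share under 0.1 can be reached, so chance in the grouping of lines cannot be excluded by this count. Only 1 of the 4 splits, the real one, gave as many differentially expressed genes in each of the 3 comparisons, and the others of the 4 gave at most 2 genes and the remaining 6 at most 4; the same held for the secreted factors, with 1 of 4 in each comparison. For the gene sets, the number of the 4 splits with a camera p as small as the real one was 1 for S phase, G2/M and Myc targets between YS and FL lines, for apoptosis between BM and YS and between BM and FL lines, and for endocytosis between YS and FL and between FL and BM lines. It was 2 for S phase, antigen presentation and endocytosis between YS and BM lines and for virus response between YS and FL lines. It was 3 for antigen presentation between YS and FL and between FL and BM lines and for virus response between YS and BM and between FL and BM lines, and 4 for G2/M and for Myc targets between YS and BM lines. Among the other 6 splits, the number with a p as small between YS and FL lines was 1 for S phase and virus response, 2 for G2/M and antigen presentation, and 0 for Myc targets and endocytosis. Between YS and BM lines it was 1 for antigen presentation and virus response, 2 for S phase and endocytosis, 3 for Myc targets, 6 for G2/M and 0 for apoptosis. Between FL and BM lines it was 4 for antigen presentation and virus response and 0 for apoptosis and endocytosis. A small camera p therefore also arose between lines that were not grouped by origin.

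Cdkn1a was listed at 0 in BM lines 1 and 3 and was 11.50 TPM in BM line 2, which is 14.1% of its 81.41 TPM in YS line 2; YS and FL lines ranged from 23.98 to 465.82 TPM. Lower p53 activity in BM lines was tested as an explanation with 25 other p53 target genes, which were higher, not lower, in BM lines: relative to the other genes, by 1.10 (log2) against FL lines (camera adjusted p = 2.6e-07; 8 genes called higher and 1, Sesn1, called lower) and by 1.30 against YS lines (camera adjusted p = 5.1e-08; 9 called higher and 0 lower). A deletion that spans Cdkn1a and its neighbours could not be told apart from other explanations: Srsf3, Ppil1 and BC004004 kept at least 0.884 of their level in YS and FL lines, but Trp53cor1, next to Cdkn1a, was listed at 0 in BM lines 1 and 3 and was 0.18 to 2.49 TPM in YS and FL lines. A smaller deletion, a silenced gene and a missing annotation of reads were not tested.

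Some genes of proteins discussed in the paper varied among lines of one group. Timd4 was 56.41 TPM in FL line 2 and 21.70 TPM in FL line 3, and at most 0.08 TPM elsewhere. Folr2 was 223.23, 247.0 and 412.75 TPM in FL lines 1 to 3, 6.95, 79.72 and 3.26 TPM in YS lines and 1.15, 5.55 and 0.87 TPM in BM lines. Lyve1 was at most 0.12 TPM and Il34 at most 0.27 TPM in any line, and Csf2 was found in YS line 3 alone, at 1.44 TPM. Cdkn2a was 2.86 TPM in FL line 2 and between 92.18 and 180.07 TPM in the other YS and FL lines. Other chromosomes shifted in single lines, such as X in YS line 1 (median log2 shift -0.49), 5 in YS line 3 (0.31) and 9 in YS lines 1 and 3 (0.32 and 0.28), against the median of the 9 lines.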
